# Disease-associated pathophysiologic structures in pediatric rheumatic diseases show characteristics of scale-free networks seen in physiologic systems: implications for pathogenesis and treatment

**DOI:** 10.1186/1755-8794-2-9

**Published:** 2009-02-23

**Authors:** Mark Barton Frank, Shirley Wang, Amita Aggarwal, Nicholas Knowlton, Kaiyu Jiang, Yanmin Chen, Ryan McKee, Brad Chaser, Timothy McGhee, Jeanette Osban, James N Jarvis

## Abstract

**Background:**

While standard reductionist approaches have provided some insights into specific gene polymorphisms and molecular pathways involved in disease pathogenesis, our understanding of complex traits such as atherosclerosis or type 2 diabetes remains incomplete. Gene expression profiling provides an unprecedented opportunity to understand complex human diseases by providing a global view of the multiple interactions across the genome that are likely to contribute to disease pathogenesis. Thus, the goal of gene expression profiling is not to generate lists of differentially expressed genes, but to identify the physiologic or pathogenic processes and structures represented in the expression profile.

**Methods:**

RNA was separately extracted from peripheral blood neutrophils and mononuclear leukocytes, labeled, and hybridized to genome level microarrays to generate expression profiles of children with polyarticular juvenile idiopathic arthritis, juvenile dermatomyositis relative to childhood controls. Statistically significantly differentially expressed genes were identified from samples of each disease relative to controls. Functional network analysis identified interactions between products of these differentially expressed genes.

**Results:**

*In silico *models of both diseases demonstrated similar features with properties of scale-free networks previously described in physiologic systems. These networks were observable in both cells of the innate immune system (neutrophils) and cells of the adaptive immune system (peripheral blood mononuclear cells).

**Conclusion:**

Genome-level transcriptional profiling from childhood onset rheumatic diseases suggested complex interactions in two arms of the immune system in both diseases. The disease associated networks showed scale-free network patterns similar to those reported in normal physiology. We postulate that these features have important implications for therapy as such networks are relatively resistant to perturbation.

## Background

Genome-based technologies provide us with an unprecedented capacity to understand complex biological systems and their relationship to health and disease. This is especially true for complex biological traits (e.g., atherosclerosis, hypertension), which have largely eluded our understanding using conventional, reductionist approaches. Indeed, even single-gene traits have demonstrated previously unsuspected levels of complexity when scrutinized through the lens of whole-genome technologies [1-3]

Chronic inflammatory diseases such as rheumatoid arthritis (RA) and juvenile dermatomyositis (JDM) are examples of human diseases whose etiologies and pathogenic mechanisms remain incompletely understood. Once thought to be purely "autoimmune" diseases triggered by a breakdown of the mechanisms that distinguish "self" from "non-self," it is becoming increasingly clear that these diseases involve complex interactions between the adaptive immune system (where these distinctions are made and immunologic memory is "stored") and the innate immune system (the parts of the immune system that do not require prior antigen exposure for optimal function) [4,5]. We therefore had begun to investigate these diseases from a systems biology approach, in which multiple relevant biological/pathological pathways can be queried simultaneously and their changes observed, defined, and modeled [6,7].

Until recently, there were no biomedical tools available to facilitate taking this approach. Advances in miniaturization and robotics have made this approach feasible, providing the opportunity to address critical questions of pediatric rheumatic disease pathogenesis, diagnosis, prognosis, and identification of targets of therapy in this "global" way. This understanding, in turn, is critical to our understanding the disease and our translation of that understanding into clinical practice. Of the available genome-wide technologies, gene expression microarrays are in the most mature phase of development, allow the most rigorous level of independent corroboration, and show the greatest promise for rapid translation into the clinical sphere [8].

One of the potential strengths of the currently available systems biology tools is the capacity to identify pathologic networks that underlie disease phenomena. Specifically, gene expression profiling has the capacity to do more than generate lists of differentially expressed genes; it provides an opportunity to observe gene regulation across the genome for patterns associated with health and disease. The current study was aimed at testing the feasibility of using gene expression profiling as a first step in understanding the structure of pathogenic networks in a family of illnesses collectively called *childhood onset rheumatic diseases*, particularly those diseases that are unique to childhood: juvenile idiopathic arthritis and juvenile dermatomyositis. Our findings have important implications to both our understanding of disease pathogenesis and to development of new therapies for these perplexing diseases.

## Methods

### Patient populations and control subjects

All human subject involvement in this study was reviewed and approved by the University of Oklahoma Health Science Center Institutional Review Board. As a proof-of-concept for the use of gene expression profiling and *in silico *modeling to identify pathologic and interconnecting structures, we studied two pediatric inflammatory diseases of diverse phenotype.

#### Juvenile idiopathic arthritis (JIA)

Children with this disease present with joint inflammation and synovial proliferation. Children in this study (12 females and 2 male; ages 3 – 13 years) were limited to those who fit criteria for the polyarticular, rheumatoid factor-negative subtype as defined by the International League Against Rheumatism [9]. All children had active disease as defined by consensus criteria developed by Wallace *et al *[10].

#### Juvenile dermatomyositis (JDM)

Children with juvenile dermatomyositis present with insidious onset of weakness and display a characteristic rash. Histopathology of affected muscle shows a distinct vasculitis and perivascular infiltrate composed primarily of lymphocytes and monocytes [11]. Children in this study (9 females and 8 males; ages 7 – 18 years) all fit criteria for diagnosis as established by Bohan and Peter [12] and had active disease at the time of study.

#### Pediatric controls

Children undergoing elective surgery for non-inflammatory conditions (e.g., removal of an orthopedic appliance, cosmetic surgery for pectus excavatum, etc; 9 females and 2 males, ages 7 – 18 years) were used as controls for this study. Screening questions excluded children with past histories of arthritis and/or muscle inflammation and children with first degree relatives with systemic lupus, rheumatoid arthritis (adult or childhood onset) or inflammatory muscle disease. Blood specimens from control children were handled in a manner identical to the handling of patient specimens.

### Specimens and processing

Following the execution of the informed consent process as approved by the University of Oklahoma Health Sciences Center (OUHSC) Institutional Review Board, 20 mL of whole blood was drawn into sterile sodium citrate tubes containing a cell density gradient (BD Biosciences Vacutainer^® ^CPT™ Cell Preparation Tube, # 362761, San Diego, CA, USA) and carried immediately to the Pediatric Rheumatology Research laboratories on the OUHSC campus. Granulocytes were immediately separated from mononuclear cells by density gradient centrifugation. Centrifugation was performed at room temperature. Mononuclear cells were removed from the density gradient interface and placed immediately in TRIZOL^® ^Reagent (Invitrogen, Carlsbad, CA, USA). Granulocytes and red cells layered in the bottom of the tube were separately collected. Red cells were removed from the granulocytes by hypotonic cell lysis as recommended by the manufacturer, and granulocytes were placed immediately in TRIZOL^® ^reagent for RNA purification. This method has been shown to provide the least amount of artifact in neutrophils prepared for microarray analysis [13,14].

### Microarray platform

Affymetrix human U133 Plus 2.0 GeneChip^® ^microarrays were used for all samples (Affymetrix, Inc., Santa Clara, CA). This platform contains oligonucleotides representing approximately 47,000 transcripts, including alternative splice variants of selected mRNAs.

### RNA purification, labeling, hybridization, and scanning

Total RNA extractions from Trizol^® ^reagent were carried out according to manufacturer's directions. RNA was further purified by passage through RNeasy mini-columns (QIAGEN, Valencia, CA) according to manufacturer's protocols for RNA clean-up. Final RNA preparations were suspended in RNase-free water. RNA was quantified spectrophotometrically. RNA integrity was assessed using capillary gel electrophoresis (Agilent 2100 Bioanalyzer; Agilent Technologies, Inc., Palo Alto, CA, USA) to determine the ratio of 28s:18s rRNA in each sample. A ratio greater than 1.0 was used to define samples of sufficient quality, and only samples above this limit were used for microarray studies. Four samples from neutrophils obtained from controls, 2 samples from PBMC obtained from controls, 1 sample from PBMC obtained from patients with JIA, and 1 sample from PBMC obtained from a patient with JDM were excluded from the study for this reason. No statistically significant differences in RNA quality were found within cell types between patients and controls. cDNA synthesis, hybridization and staining were performed as specified by Affymetrix (Santa Clara, CA). Briefly, 5 ug of total RNA was primed with T7-oligo-dT and reverse transcribed with SuperScript II, followed by production of double-stranded cDNA with *E coli *DNA polymerase. cRNA was transcribed *in vitro *from the T7 promoter using a biotinylated ribonucleotide analog and then fragmented to approximately 100 nt. cRNA was hybridized to Affymetrix GeneChips described above, and then washed and stained using an Affymetrix automated GeneChip^® ^450 fluidics station. Microarrays were scanned with an Affymetrix 3000 7G scanner.

### Statistical analysis

Data pre-processing was performed in the R/Bioconductor Package, "Affy". The raw Affymetrix perfect match probes were normalized by the RMA method combined with median-polish [15]. The marginal data distributions were adjusted through quantile normalization. The resulting normalized values were imported into BRB ArrayTools (Biometric Research Branch, National Cancer Institute) where they were then log transformed. Genes were filtered using the "Log Expression Variation Filter" to screen out genes that are not likely to be informative, based on the variance of each gene across the arrays. In this case, the filter was set to exclude genes that fell below the 50th percentile of gene variance. We identified genes that were differentially expressed between the two classes by using a multivariate permutation test [16,17]. We used the multivariate permutation test to provide a p value < 0.001. The test statistics used were random variance t-statistics for each gene [18]. Although t-statistics were used, the multivariate permutation test is non-parametric and does not require the assumption of Gaussian distributions. Data were exported to Excel (Microsoft, Redmond, WA) where averages of the classes were used to calculate expression ratios. Genes that simultaneously were differentially expressed (p < 0.001), a between class ratio of 1.8-fold or larger, and minimum normalized average intensity > 64 units in at least one group were retained for further analysis. Unsupervised hierarchical clustering of both samples and genes was performed in Spotfire (Sommerville, MA) after z-transformation of the data using Ward's minimum variance method [19]. Differences between cluster groups will be tested through a Chi-Square test. A p-value less than 0.05 was considered statistically significant.

### Reverse transcription – quantitative real-time PCR validation

Four differentially expressed genes in JIA patients relative to controls were tested using quantitative real-time PCR, namely prostrate acid phosphatase (ACPP), CUG triplet repeat RNA binding protein 2 (CUGBP2), coagulation factor XIII A1 polypeptide (F13A1), and cortactin (CTTN). The human glyceraldehyde 3-phosphate dehydrogenase (GAPDH) gene was used as an internal control. For JDM, myeloid cell leukemia sequence 1 (MCL1), proteasome 26S subunit, non-ATPase 7 (PSMD7), CD160, granzyme K (GZMK), and v-myb myeloblastosis viral oncogene homolog (avian)-like 1 (MYBL1) were tested. Total RNA was isolated as described above. Primers were designed with a 60°C melting temperature and a length of 9–40 nucleotides to produce PCR products with lengths between 50–150 bp using Applied Biosystems' Primer Express 2.0 software (Applied Biosystems Inc., Foster City, CA). First strand cDNA was generated from 1.8 ug of total RNA per sample using OmniScript Reverse Transcriptase according to manufacturer's directions (QIAGEN, Valencia, CA). cDNA was diluted 1:20 in water. PCR was run with 4 μl cDNA template in 20 μl reactions in duplicate on an ABI SDS 7000 using the ABI SYBR Green I Master Mix and gene specific primers at a concentration of 0.2 μM each. The temperature profile consisted of an initial 95°C step for 10 minutes, followed by 40 cycles of 95°C for 15 sec, 60°C for 1 min, and then a final melting curve analysis with a ramp from 60°C to 95°C over 20 min. Gene-specific amplification was confirmed by a single peak using the ABI Dissociation Curve software. Average Ct values for GAPDH (run in parallel reactions to the genes of interest) were used to normalize average Ct values of the gene of interest. Relative ΔCt was used to calculate fold-change values between groups.

### Pathway analysis

Pathways were generated by placing only statistically significantly differentially expressed genes with a minimum 1.8-fold difference between groups into Ingenuity Pathways Analysis (Ingenuity Systems^®^, Redwood City, CA). Each Affymetrix gene identifier was mapped to its corresponding gene object in the Ingenuity Knowledge Base. These "focus" genes were overlaid onto a global molecular network developed from information contained in the Ingenuity Knowledge Base. The software then algorithmically developed networks around these focus genes based "connectivity" derived from known interactions between products of these genes. No additions of molecules to these networks were made by authors. Network score values listed in figure legends are the -log_10 _(p-value) of finding this number of focus genes in a group of randomly selected genes the size of a given network.

## Results

### Gene expression differences in neutrophils and PBMC distinguish patients with juvenile onset rheumatic diseases from controls

Microarray data from isolated peripheral blood neutrophil RNA were obtained from 14 patients with active polyarticular JIA and from 13 control subjects. 

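The neutrophil values re-examined here come from HG-U133 Plus 2.0 arrays of 14 samples labelled JIA and 13 labelled control. The submitters' processing notes attribute the signals to GCOS 5.0, whereas the methods of the paper describe RMA, and the signals are linear and share no common scale. The mean signal of an array, trimmed by 2% at each end, ran from 47.5 to 124.2 in JIA (median 78.9) and from 52.5 to 153.0 in controls (median 106.7). Signals over 64 made up 17.4 to 31.6% of the probe sets in JIA and 18.1 to 35.3% in controls, and the median correlation of an array with the others ran from 0.943 to 0.965 and from 0.948 to 0.966. Each array was scaled to a common trimmed mean, signals under 16 were raised to 16, and the log2 values were quantile normalized within the comparison. Of 54518 probe sets, the 27259 at or above the median variance were tested with limma, and a gene is called higher or lower in JIA where its p, adjusted by Benjamini and Hochberg's method, is under 0.05. The criteria of the study (p under 0.001, a fold of 1.8 and a mean over 64 in one group) were applied beside this. Clustered on brightness, hybridization controls and the ACTB 3'/5' ratio together, the neutrophil arrays fall into 2 array sets, which differ in brightness and overlap in the ACTB ratio and which the labels do not name: a dim set 1 with 7 JIA and 4 control arrays, and a set 2 with 7 and 9. Between these sets 2901 probe sets differ by limma, so values with the array set as a block and within each set stand beside the results. Without scaling, the median over all probe sets lies 0.18 log2 lower in JIA than in controls, and with each array centred on its median it lies 0.14 lower. In RNA quality, the log2 3'/5' ratio of GAPDH differed by 0.03 (p 0.523) and that of ACTB by -0.08 (p 0.461, two-sided permutation tests), but ACTB by -0.55 within array set 1 and 0.15 within set 2 (p 0.00303 and 0.0282, exact permutation tests). Poly-A controls on 3 JIA arrays read 13.59 or more, against at most 8.33 on all other neutrophil arrays. The number of arrays limits precision. The methods describe fewer control children than there are control arrays, whereas the results of the paper speak of 13 control subjects for the neutrophils. By the count in the methods, some children may have given more than 1 sample.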

All data are available at NCBI's Gene Expression Omnibus (GEO Series Record GSE11083). Sixty genes were statistically significantly differentially expressed between these groups (Additional File 1). Nine of these genes were over-expressed in patients (1.8 – 3.0-fold different), and 51 were under-expressed in patients (1.8 – 2.5-fold different). 

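PRKAA1, which encodes a catalytic subunit of AMP-activated protein kinase, fell by 0.85 log2 in JIA neutrophils (SE 0.13, limma adjusted p 0.00137, n 14 and 13) and lay below the control median on 14 of 14 JIA arrays. GADD45B, a stress-induced regulator of MAP kinase signalling, rose by 0.87 (SE 0.14, adjusted p 0.00243, 14 of 14 arrays), and CHST2, a sulfotransferase, by 1.17 (SE 0.23, adjusted p 0.0138, 14 of 14). AIM2, a sensor of cytosolic DNA, rose by 1.25 (SE 0.26, adjusted p 0.0191, 14 of 14), and GCH1, the first enzyme of tetrahydrobiopterin synthesis, by 1.24 (SE 0.29, adjusted p 0.0379, 13 of 14). SLC25A37, the mitochondrial iron importer of erythroid cells, rose by 1.56 on 1 probe set (SE 0.36, adjusted p 0.0383, 11 of 14) and fell by 1.28 on another (SE 0.29, adjusted p 0.0354, 12 of 14). HLA-G fell by 1.23 (SE 0.27, adjusted p 0.0249, 13 of 14), the vascular growth factor ANGPT1 by 1.17 (SE 0.27, adjusted p 0.0379, 14 of 14, mean signal 31.0 against 69.8) and C6orf62 by 0.95 (SE 0.21, adjusted p 0.0286, 12 of 14). In all, 134 of 27259 probe sets passed the adjusted test in JIA neutrophils, and 56 probe sets of 51 genes passed the criteria of the study; a Welch test gave 158 and 37. With the array set as a block the counts are 179 and 47, within set 1 456 and 263, and within set 2 3 and 26. Within array sets 1 and 2 the differences are -1.09 and -0.72 for PRKAA1, 1.17 and 0.71 for GADD45B, 1.16 and 1.28 for AIM2, 1.01 and 1.24 for CHST2, and -0.31 and -1.70 for HLA-G. Leaving out 1 array at a time ended the calls of the SLC25A37 probe sets in 16 and 13 of 27 fits, of ANGPT1 in 15, of GCH1 in 14 and of C6orf62 in 6, and that of HLA-G without JIA replicate 5 (-1.17, adjusted p 0.0502). The calls of PRKAA1, GADD45B, CHST2 and AIM2 passed in all 27. Without normalization between arrays or with a floor of 1, 0 of the 23 named calls in JIA neutrophils pass by limma, and within array set 2 alone 1 does. Without the 3 JIA arrays with bright poly-A controls 10 pass, and with no variance filter 13.

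**Figure D1:**
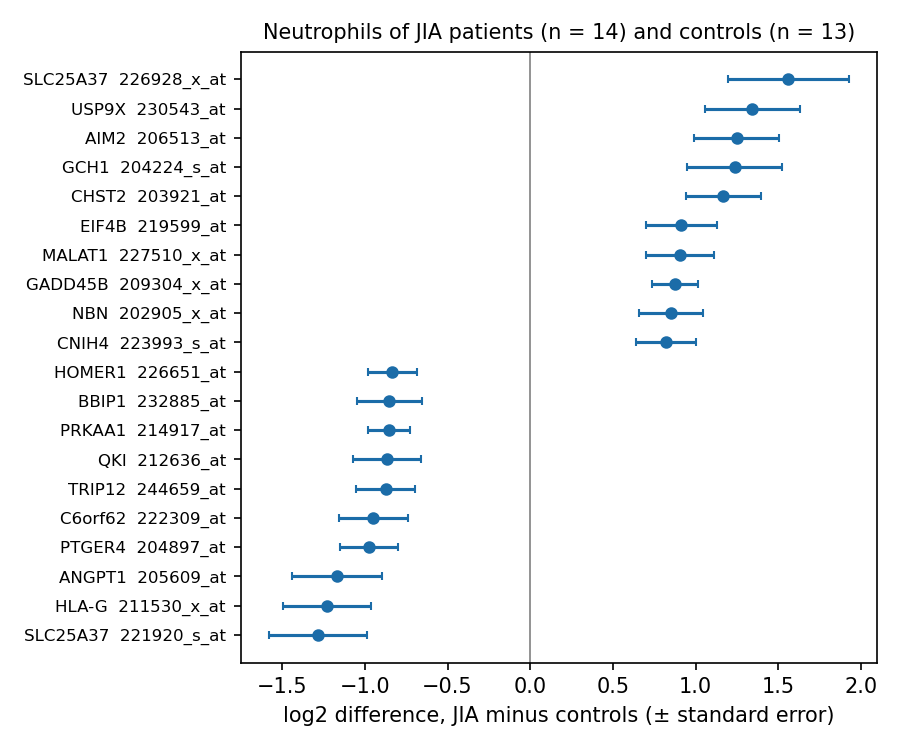
Log2 difference between JIA and control neutrophils (x axis) for 20 named probe sets (y axis); points are limma estimates over 14 JIA and 13 control arrays and bars are 1 SE. The differences run from -1.28 to 1.56, both on probe sets of SLC25A37.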

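Among the genes lower in JIA neutrophils are PTGER4, a receptor for prostaglandin E2 (-0.98, SE 0.18, limma adjusted p 0.00712, below the control median on 14 of 14 JIA arrays), and HOMER1, a scaffold protein (-0.83, SE 0.15, adjusted p 0.00698, 13 of 14). TRIP12, a ubiquitin ligase, fell by 0.87 (SE 0.18, adjusted p 0.0188, 12 of 14), QKI, an RNA-binding protein, by 0.87 (SE 0.21, adjusted p 0.0473, 14 of 14), and BBIP1 by 0.85 (SE 0.20, adjusted p 0.0367, 13 of 14). Higher in JIA were USP9X, a deubiquitinase (1.34, SE 0.29, adjusted p 0.0222, 13 of 14), EIF4B, a translation initiation factor (0.91, SE 0.22, adjusted p 0.0412, 13 of 14), and MALAT1, a nuclear non-coding RNA (0.90, SE 0.21, adjusted p 0.0344, 13 of 14). NBN, which acts in repair of DNA double-strand breaks, rose by 0.85 (SE 0.19, adjusted p 0.0328, 13 of 14), and CNIH4 by 0.82 (SE 0.18, adjusted p 0.0279, 14 of 14). By the criteria of the study 23 probe sets were higher and 33 lower, of 21 and 31 genes with 1 counted both ways, and by adjusted p 33 were higher and 101 lower, so that 75.4% of the called probe sets were lower in JIA neutrophils. This share depends on the scaling: it is 97.6% of 2661 probe sets with each array centred on its median, and 44.4% of only 9 with a floor of 1. Within array set 1 it is 55.5%. Array sets 1 and 2 give -0.99 and -0.84 for PTGER4, -1.27 and -0.55 for HOMER1, 2.27 and 0.70 for USP9X, and 1.12 and 0.85 for MALAT1. When single arrays were left out, EIF4B and QKI lost their calls in 16 of 27 fits, BBIP1 in 12, MALAT1 and NBN in 9, and CNIH4 without control replicate 12 (0.78, adjusted p 0.0573) and without JIA replicate 6 (0.75, adjusted p 0.0511).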

Analysis of data from neutrophil samples from 14 patients with JDM and 13 controls revealed fifteen differentially expressed genes (Additional File 2), five that were under-expressed in patients (1.8 – 2.3 fold) and ten that were over-expressed in patients (1.8 – 2.4 fold different).

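The JDM neutrophil arrays, 14 samples against the 13 controls described above, were dimmer than the controls, with trimmed means from 44.8 to 108.9 (median 61.4). Signals over 64 made up 17.2 to 29.1% of their probe sets, and the median correlation with the other arrays ran from 0.951 to 0.966. Without scaling, the median over all probe sets lies 0.40 log2 lower in JDM. By array set, 9 JDM arrays fall in set 1 and 5 in set 2, so that disease and array set partly coincide. The 3'/5' ratio differed by -0.07 for GAPDH (p 0.28) and 0.05 for ACTB (p 0.663, two-sided permutation tests).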

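EIF4B stands at 0.82 log2 above controls in JDM neutrophils (SE 0.17, limma adjusted p 0.213, above the control median on 14 of 14 JDM arrays), a value that fails the correction. CNOT7, a deadenylase subunit of the CCR4-NOT complex, stands at -0.65 (SE 0.13, adjusted p 0.213, 14 of 14), and SPEN, a transcriptional repressor, at -0.94 (SE 0.21, adjusted p 0.213, 14 of 14). The deubiquitinase USP34 stands at -0.82 (SE 0.18, adjusted p 0.213, 13 of 14), SVIL at -0.60 (SE 0.14, adjusted p 0.213, 14 of 14) and HOOK3 at -0.44 (SE 0.10, adjusted p 0.213, 14 of 14). Above controls are H4C8, a histone gene (0.86, SE 0.22, adjusted p 0.22, 14 of 14), the magnesium channel TRPM6 (0.72, SE 0.18, adjusted p 0.213, 13 of 14), FAM117A (0.52, SE 0.12, adjusted p 0.213, 14 of 14) and DEGS1 (0.44, SE 0.11, adjusted p 0.22, 14 of 14). By limma 0 of 27259 probe sets passed the adjusted test in JDM neutrophils, with 2632 at an unadjusted p under 0.05, and a Welch test gave 0 with 2605. The criteria of the study, applied here to the unadjusted p, were met by 17 probe sets of 16 genes, 5 higher and 12 lower (6 by the Welch test), 5 with the array set as a block, 14 within set 1 and 3 within set 2. Within array sets 1 and 2 the differences are 0.58 and 0.81 for EIF4B, -0.46 and -0.60 for CNOT7, and -0.56 and -0.65 for SPEN.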

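The PBMC arrays re-examined here are 14 labelled JIA, 13 labelled JDM and 15 labelled control, processed and tested as the neutrophil arrays were. For JIA the labels thus hold 14 samples, while the text of the paper counts 15 and its Fig. 3 shows 13; the materials do not say which were used, so all 14 are reported. Trimmed mean signals ran from 37.7 to 150.4 in JIA PBMC (median 111.6), 63.0 to 155.7 in JDM (median 85.5) and 54.5 to 142.7 in controls (median 99.7). Signals over 64 made up 17.3 to 38.4%, 25.4 to 39.7% and 22.7 to 39.6% of the probe sets. JIA replicate 14 stands apart by its technical measures, with the lowest trimmed mean of the PBMC arrays, a median correlation with the others of 0.62 and an ACTB 3'/5' ratio of 4.14 log2. It was kept, and values without it are given as an alternative chosen after seeing the data. The other PBMC arrays fall into 2 array sets: set 1, dim and with an ACTB ratio from 0.46 to 0.92, holds 7 control, 6 JDM and 0 JIA arrays, and set 2, with a ratio from 0.16 to 0.33, holds 8, 7 and 13. Between these sets 9045 probe sets differ by limma, so JIA is compared with controls of its own set only in set 2. Of the 13 JIA arrays of set 2, 6 have a dim BioC hybridization control, at 9 log2 or less, and with these left out 7 JIA arrays remain. In JIA PBMC the GAPDH 3'/5' ratio was 0.16 higher (p 0.018, two-sided permutation test), without JIA replicate 14 it was 0.09 higher (p 0.0413), and within array set 2 the difference is -0.0032 (p 0.932, exact permutation test). The ACTB ratio of JIA PBMC differs by 0.06 with all arrays (p 0.998), by -0.22 without JIA replicate 14 (p 0.00196, permutation test) and by -0.02 within array set 2 (p 0.237, exact permutation test). JDM PBMC differed by -0.05 in GAPDH (p 0.333) and -0.06 in ACTB (p 0.493) by the same permutation test. Unscaled, the median over all probe sets lies 0.11 log2 higher in JIA PBMC and 0.04 lower in JDM PBMC; with each array centred on its median it lies 0.11 lower in JIA.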

RNA isolated from PBMC from 15 patients with JIA, 13 patients with JDM, and 15 controls were used to obtain PBMC microarray datasets. 

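By adjusted p, limma called 497 of 27259 probe sets in JIA PBMC (279 higher, 218 lower) and 91 in JDM PBMC (13 higher, 78 lower), against the 134 and 0 of the neutrophils of the same diseases. By the criteria of the study 141 probe sets of 118 genes passed in JIA PBMC and 21 in JDM PBMC. A Welch test gave 371 and 24 by adjusted p, and 98 and 18 by those criteria. With the array set as a block, 914 probe sets were called in JIA PBMC and 169 in JDM PBMC. JIA replicate 14 lies apart from both sets, so in JIA the block takes the difference from set 2 only. The 914 are therefore to be set beside the 2458 called without that array, not beside 497. Within set 2 the counts are 525 for JIA PBMC (13 against 8 arrays) and 6 for JDM PBMC (7 against 8), and within set 1 JDM PBMC gives 96 (6 against 7). Without JIA replicate 14 the count in JIA PBMC is 2458, and with only the arrays of set 2 whose BioC control is over 9 it is 2, so the number rests on which arrays enter. Counts in the 2 cell types were not tested against each other, and the array numbers differ.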

The number of differentially expressed genes in PBMC was higher than in neutrophils for either disease relative to controls. Specifically, 128 genes differed in expression patterns between PBMC of JIA and controls (Additional File 3). 

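In JIA PBMC MYL9, a myosin light chain of platelets, rose by 2.22 log2 (SE 0.34, limma adjusted p 0.00146, above the control median on 14 of 14 JIA arrays), and ITGA2B and ITGB3, which form the platelet fibrinogen receptor, by 1.99 (SE 0.33) and 1.88 (SE 0.29; both adjusted p 0.00146, 14 of 14). MPIG6B, an inhibitory receptor of megakaryocytes, rose by 1.72 (SE 0.28, adjusted p 0.00146, 13 of 14), GP9, a subunit of the von Willebrand factor receptor, by 1.55 (SE 0.30, adjusted p 0.00749, 14 of 14) and PARVB by 1.54 (SE 0.26, adjusted p 0.00159, 14 of 14). ALAS2, the erythroid enzyme that starts haem synthesis, rose by 2.44 (SE 0.59, adjusted p 0.0258, 12 of 14; mean signal 231 against 42.5), TRIM58 by 1.64 (SE 0.29, adjusted p 0.00316, 13 of 14), SELENBP1 by 1.66 (SE 0.40, adjusted p 0.0265, 12 of 14) and TMEM259 by 1.54 (SE 0.35, adjusted p 0.0171, 14 of 14). A list of 37 measured platelet and megakaryocyte genes was 0.89 higher in JIA PBMC (mean 8.54, SD 0.89, against 7.65, SD 0.49; permutation test, two-sided, p 0.00182, adjusted p 0.014, 13 of 14 arrays), with 37 of 37 genes above 0, 10 called higher over all tested and 28 adjusted over the list alone. The erythroid list of 20 genes was 1.02 higher (7.30, SD 1.12, against 6.29, SD 0.39; permutation p 0.00142, adjusted p 0.014, 11 of 14 arrays), with 6 called higher over all tested, 17 adjusted over the list alone and 19 above 0. Because 22 platelet and 8 erythroid genes stand in the study's table for these samples, the lists are not independent evidence; without them the differences are 0.56 and 0.85 (adjusted p 0.0828 for both, permutation test). Within array set 2 the lists differ by 1.05 and 1.31 (adjusted p 0.0454 for both, permutation test), without JIA replicate 14 by 1.05 and 1.15, and on the arrays with BioC over 9 by 0.73 and 0.83, where neither passes. The 2 lists do not both pass with medians over probe sets either. MYL9 stands at 2.20 in array set 2, ITGA2B at 1.86, ITGB3 at 2.02, ALAS2 at 2.76, GP9 at 0.91 and TMEM259 at 0.28, and the last 3 are not called there. On the arrays of set 2 with BioC over 9, 0 of the 26 named calls in JIA PBMC pass by limma. With a floor of 1, 4 of them pass, and without normalization between arrays 11. ALAS2 lost its call without JIA replicate 1 (2.17, adjusted p 0.0529).

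**Figure D2:**
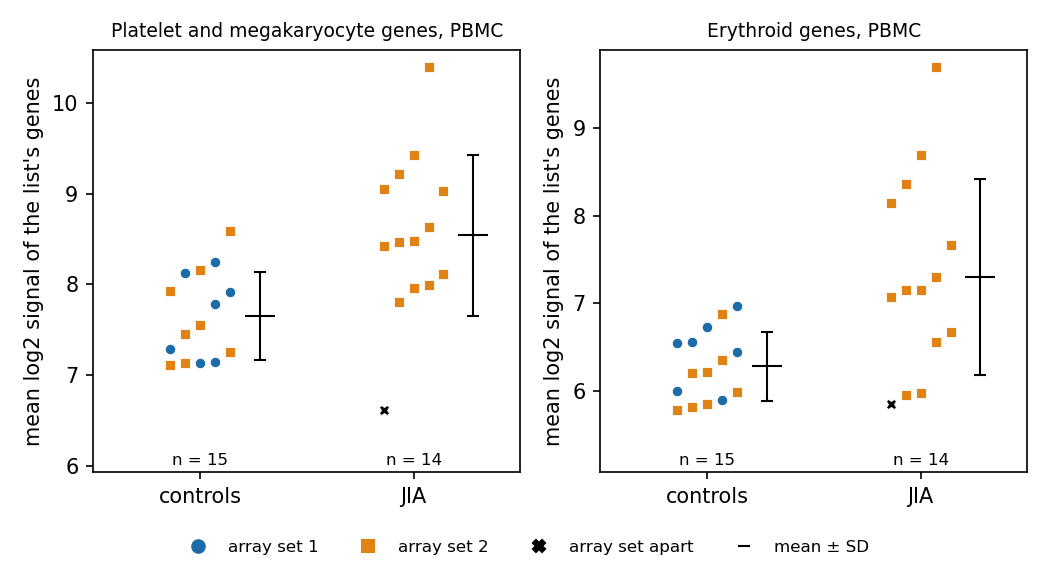
Mean log2 signal of the genes of a list (y axis) per PBMC array in 15 control and 14 JIA samples, for platelet and megakaryocyte genes and for erythroid genes; circles are array set 1, squares array set 2, the cross the JIA array apart from both, and bars are the mean and SD. JIA arrays average 8.54 against 7.65 and 7.30 against 6.29.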

26 were under-expressed (1.8 – 2.6 fold different) and 102 were over-expressed (1.8 – 5.0 fold different) in patients. 

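Among the genes that fell in JIA PBMC, SAMHD1, a hydrolase of deoxynucleotides, fell by 1.22 log2 (SE 0.25, limma adjusted p 0.00763, below the control median on 12 of 14 JIA arrays) and CELF2, an RNA-binding protein, by 0.99 on the probe set in the study's Table 3 (SE 0.18, adjusted p 0.00414, 14 of 14). PTCH1, a hedgehog receptor, fell by 0.92 (SE 0.18, adjusted p 0.0067, 13 of 14), TM2D1 by 0.91 (SE 0.19, adjusted p 0.0123, 13 of 14) and ZMYM2, a zinc finger protein, by 0.90 (SE 0.16, adjusted p 0.00316, 14 of 14). PYHIN1, an interferon-inducible gene, fell by 0.89 (SE 0.21, adjusted p 0.0208, 13 of 14), GPR155 by 0.89 (SE 0.22, adjusted p 0.0316, 11 of 14), the histone gene H3C8 by 0.96 (SE 0.26, adjusted p 0.048, 13 of 14) and A2M-AS1 by 0.92 (SE 0.25, adjusted p 0.0416, 13 of 14). By the criteria of the study 115 probe sets (92 genes) were higher and 26 (26 genes) lower in JIA PBMC. The side of the majority depends on threshold and processing: 18.4% of probe sets past the criteria of the study but 43.9% of those past the adjusted test were lower, and the latter share is 64.4% with each array centred on its median, 61.4% with the array set as a block, 60.8% within set 2 and 2.70% without normalization between arrays. Within array set 2 the differences are -1.52 for SAMHD1, -0.46 for CELF2, -0.70 for PTCH1, -0.71 for ZMYM2, -0.66 for PYHIN1 and -0.51 for A2M-AS1; of these SAMHD1 and ZMYM2 are called there. Of 29 fits that left out 1 array, H3C8 lost its call in 18, A2M-AS1 in 17 and GPR155 in 7.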

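TGFBR3, the transforming growth factor beta receptor betaglycan, fell by 1.16 log2 in JDM PBMC (SE 0.16, limma adjusted p 8.3e-04, below the control median on 13 of 13 JDM arrays). PYHIN1 fell by 0.89 (SE 0.14, adjusted p 0.00346, 13 of 13), A2M-AS1 by 1.16 (SE 0.25, adjusted p 0.0281, 13 of 13), MYNN, a zinc finger protein, by 1.16 (SE 0.26, adjusted p 0.0336, 12 of 13) and SAMHD1 by 0.92 (SE 0.19, adjusted p 0.0281, 12 of 13). CST7, an inhibitor of lysosomal proteases in cytotoxic cells, fell by 0.90 (SE 0.19, adjusted p 0.0295, 12 of 13). Within array sets 1 and 2 the differences are -1.27 and -1.07 for TGFBR3, -1.17 and -0.65 for PYHIN1, -2.04 and -0.44 for A2M-AS1, -0.43 and -1.69 for MYNN, -0.74 and -1.07 for SAMHD1 and -1.31 and -0.56 for CST7. Leaving out 1 array at a time ended the call of MYNN in 12 of 28 fits, of CST7 in 8 and of A2M-AS1 in 4, and of TGFBR3, PYHIN1 and SAMHD1 in 0. Of the 15 calls of named genes and probe sets in JDM PBMC 0 pass by limma with 3 groups in one fit. Without normalization between arrays or with a floor of 1, 0 pass either, and 3 do with the replicate number as a block. The fit of 3 groups includes JIA replicate 14, whose part in the loss was not tested. With quantile normalization over all arrays of the cell type 15 of 15 pass. An unadjusted p under 0.05 was reached by 2848 probe sets in JDM PBMC.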

Twenty-six genes were statistically different between the JDM and control PBMC samples (Additional File 4). All of these were under-expressed in patients (1.8 – 6.9 fold different) with the exception of a 1.9-fold over-expression of mitochondrial tumor suppressor 1 (MTUS1) in patients.

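MTUS1 rose by 0.97 log2 in JDM PBMC (fold 1.96, SE 0.20, limma adjusted p 0.0261, above the control median on 11 of 13 JDM arrays; mean signal 88.4 against 45.1). ZBTB18, a transcriptional repressor, rose by 0.63 (SE 0.13, adjusted p 0.0261, 13 of 13), GAPT by 0.47 (SE 0.11, adjusted p 0.0416, 13 of 13) and ATP6V1A, a subunit of the vacuolar proton pump, by 0.45 (SE 0.10, adjusted p 0.0414, 13 of 13), all under the fold of 1.8. MTUS1 differs by 1.11 within array set 1 and 0.79 within set 2, ZBTB18 by 0.60 and 0.65, GAPT by 0.56 and 0.40, and ATP6V1A by 0.34 and 0.53. By the criteria of the study 18 of 21 probe sets were lower in JDM PBMC, and by adjusted p 85.7% were lower. GAPT and ATP6V1A lost their calls in 20 of 28 fits that left out 1 array, MTUS1 and ZBTB18 in 0. All 4 lost them with 3 groups in one fit, without normalization between arrays and with a floor of 1. The fit of 3 groups includes JIA replicate 14.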

No genes were found that were differentially expressed in both PBMC and neutrophils from JDM patients relative to controls. 

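In JDM, 0 probe sets met the criteria of the study in both cell types, where 0.00883 lower and 4.72e-04 higher ones would fall together by independence, so an overlap of 0 says little. By limma's adjusted test none was called in JDM neutrophils, as by a Welch test, so none of the 91 called in JDM PBMC could be shared (2632 and 2848 probe sets reached an unadjusted p under 0.05). The difference between the cell types was tested by itself as an interaction: PBMC minus neutrophil effect is 0.94 for MTUS1 (SE 0.24, adjusted p 0.353), -0.66 for TGFBR3 (SE 0.30, adjusted p 0.749), -1.15 for MYNN (SE 0.35, adjusted p 0.462) and 0.90 for SPEN (SE 0.23, adjusted p 0.353). In this interaction test 1 of 33350 probe sets passed, an unannotated one at -0.95 (SE 0.16, adjusted p 0.0052), with 2157 at an unadjusted p under 0.05 and 1 with the array set as a block. This probe set is also called in JDM PBMC. For TGFBR3, MYNN and SPEN a different response in neutrophils is not shown. MTUS1 lies near the floor in neutrophils (mean 4.20 log2 in JDM and 4.16 in controls), so its interaction cannot tell how neutrophils respond.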

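The probe set that the paper lists as ANKRD10 fell in JIA by 0.70 log2 in neutrophils (SE 0.14, limma adjusted p 0.0138, below the control median on 14 of 14 JIA arrays; mean signal 58.7 against 95.2) and by 1.41 in PBMC (SE 0.26, adjusted p 0.00331, 14 of 14; 68.4 against 182). It carries no single gene symbol in the platform table used here, so the gene name is the paper's. Its calls in JIA neutrophils and in JIA PBMC passed in every fit that left out 1 array. Within neutrophil array sets 1 and 2 its differences are -0.88 and -0.70, of which that of set 1 is called. In PBMC array set 2 it is at -0.91, not called, and without JIA replicate 14 at -1.28. By adjusted p, JIA neutrophils and PBMC share 10 probe sets: 8 lower in both, where 0.818 would be by independence, 1 higher in both and 1 moved in opposite directions. These include GMPR, an erythroid gene (1.16 in neutrophils and 1.10 in PBMC), and the phosphatase subunit PPP2R5C (-0.70 and -0.79). By the criteria of the study the shared probe sets are the erythroid genes ALAS2 (2.02 and 2.44) and TRIM58 (1.57 and 1.64), named after their values were seen.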

For JIA, two genes were differentially expressed in both PBMC and neutrophils relative to controls, namely phosphatase and tensin homolog (PTEN, Genbank accession AK021487, Affymetrix probe set id 233314_at) that was under-expressed 1.9-fold in JIA neutrophils and 2.6-fold in JIA PBMC, and ankyrin repeat domain 10 (Genbank accession AW299775, Affymetrix probe set id 235008_at) that was under-expressed 2.0-fold in JIA neutrophils and 2.6-fold in JIA PBMC. Therefore, the majority of differentially expressed genes identified here are unique to particular types of leukocytes.

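Whether an effect of JIA differs between the leukocyte types was tested as an interaction: of 34840 probe sets, 86 passed limma's adjusted test (48 more positive in PBMC, 38 more negative), with 81 under the array-set block and 365 without JIA replicate 14. The platelet integrin ITGB3 is among them, with a PBMC minus neutrophil effect of 1.66 (SE 0.34, adjusted p 0.0262), as are MPIG6B (1.53, SE 0.33, adjusted p 0.0333) and TMEM259 (2.25, SE 0.48, adjusted p 0.0286). AIM2 gives -1.43 (SE 0.33, adjusted p 0.0373), NBN -1.09 (SE 0.24, adjusted p 0.0301), CNIH4 -1.02 (SE 0.24, adjusted p 0.0429) and the histone gene H3C8 -2.01 (SE 0.42, adjusted p 0.0272). With the array set as a block ITGB3 (1.81) and MPIG6B (1.54) pass, and AIM2 (-1.25), NBN (-0.67), CNIH4 (-0.83), TMEM259 (0.81) and H3C8 (-1.78) do not. For ANKRD10 the interaction is -0.71 (SE 0.30, adjusted p 0.304), so a different effect in the 2 cell types is not shown. From lists of genes passing in each cell type, the paper concludes that most are particular to a type of leukocyte.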

We also found a small number of genes that were differentially expressed in both diseases relative to controls within a given type of cell. Products of such genes with similar expression patterns in both diseases may function in overlapping inflammatory or autoimmune aspects of these conditions. Two differentially expressed neutrophil genes were found in both diseases, namely the transcript encoding the CUG triplet repeat, RNA binding protein 2 (AA700631; 1565599_at) that was 2.2- and 2.4-fold over-expressed in JIA and JDM respectively; and the transcript encoding phosphatidylinositol binding clathrin assembly protein (AW293296; 239102_s_at) that was 2.3- and 1.8-fold under-expressed in JIA and JDM, respectively. 

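CELF2, listed in the paper as CUGBP2 and encoding a regulator of splicing, stands at 0.95 log2 in JIA neutrophils (fold 1.93, SE 0.30, limma adjusted p 0.113, above the control median on 13 of 14 JIA arrays; mean signal 259 against 134) and at 0.60 in JDM neutrophils (SE 0.36, adjusted p 0.608, 11 of 14). Neither passes the adjusted test. PICALM, which acts in clathrin-mediated endocytosis, fell by 0.90 in JIA neutrophils (SE 0.19, adjusted p 0.0216, 12 of 14; 333 against 622) and stands at -0.65 in JDM neutrophils (SE 0.16, adjusted p 0.22, 12 of 14). For CELF2 the difference JIA minus JDM is 0.36 (SE 0.33, adjusted p 0.753), for PICALM -0.25 (adjusted p 0.655) and for EIF4B, whose probe set stands in both of the study's neutrophil tables too, 0.11 (adjusted p 0.897). In array sets 1 and 2 CELF2 differs by 2.07 and 0.15 in JIA and by 1.01 and 0.75 in JDM neutrophils, and PICALM by -1.30 and -0.50 in JIA and by -0.61 and -0.75 in JDM. The study's criteria are met in neutrophils of both diseases by 3 probe sets: 1 without a gene symbol (2.65 in JIA and 2.07 in JDM), CLN6 (-0.94 and -0.85) and SLC25A37 (0.91 in JDM), named after their values were seen. Across probe sets the effects of the diseases in neutrophils correlate at 0.568, but both use the same controls, and groups simulated without any change against those controls gave 0.483 (0.155 to 0.742); with the controls divided between the diseases the correlation is 0.225, and genes are not independent of one another. The paper proposes that genes altered in both diseases may serve inflammatory processes the diseases have in common.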

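GZMK, encoding a granule protease of cytotoxic lymphocytes, fell by 0.95 log2 in JIA PBMC (SE 0.24, limma adjusted p 0.0338, below the control median on 13 of 14 JIA arrays; mean signal 535 against 1036) and by 0.97 in JDM PBMC (SE 0.22, adjusted p 0.0455, 12 of 13; 512 against 1000). HOPX, a homeodomain protein listed in the paper as HOP, fell by 0.85 in JIA (SE 0.17, adjusted p 0.00762, 14 of 14) and by 0.84 in JDM (SE 0.19, adjusted p 0.0412, 12 of 13). MYBL1, a transcription factor, stands at -0.70 in JIA (SE 0.24, adjusted p 0.113, 10 of 14) and fell by 0.89 in JDM (SE 0.20, adjusted p 0.0414, 13 of 13); JIA minus JDM is 0.19 (SE 0.24, adjusted p 0.691), so the diseases are not shown to differ in it. A list of 31 measured genes of NK and cytotoxic T cells was 0.57 lower in JIA PBMC (mean 8.66, SD 0.57, against 9.23, SD 0.33, permutation test, two-sided, p 0.00296, adjusted p 0.017, 11 of 14 arrays). In JDM PBMC the list was 0.66 lower (8.51, SD 0.47, against 9.17, SD 0.34, permutation p 2.3e-04, adjusted p 0.00529, 11 of 13). Whether HOPX and MYBL1 move with this list was not tested. In JIA 5 list genes were called lower over all tested and 20 adjusted over the list alone, with 30 of 31 below 0, among them KLRB1 (-0.78), KLRD1 (-0.83) and the chemokine XCL1 (-0.72). In JDM 9 were called lower over all tested, 25 adjusted over the list alone and 31 of 31 below 0, among them GZMA (-0.67). Of the list, 6 genes stand in the study's JIA table and 7 in its JDM table, so it is not independent evidence; without them the differences are -0.52 (adjusted p 0.0586) and -0.62 (adjusted p 0.00966, permutation tests). With the array set as a block the list gives -0.38 in JIA (adjusted p 0.336) and -0.66 in JDM (adjusted p 0.00782, permutation tests), and within sets 1 and 2 -1.13 and -0.27 in JDM. Without normalization between arrays the list does not pass in JDM. GZMK stands at -0.51 in JIA within set 2 and at -1.49 and -0.53 in JDM within sets 1 and 2; HOPX at -0.67, -1.27 and -0.49; MYBL1 at -0.49, -1.83 and -0.12. Leaving out 1 array ended the call of GZMK in 11 of 29 fits in JIA and 23 of 28 in JDM, and of HOPX and MYBL1 in 17 of 28 in JDM.

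**Figure D3:**
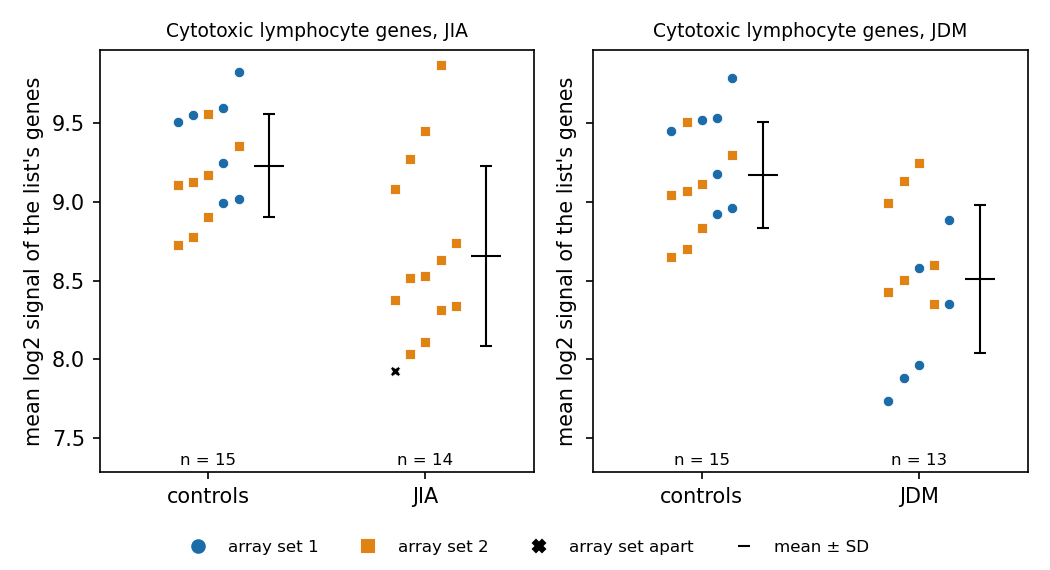
Mean log2 signal of 31 genes of cytotoxic lymphocytes (y axis) per PBMC array, for 15 controls and 14 JIA samples and for 15 controls and 13 JDM samples; circles are array set 1, squares array set 2, the cross the JIA array apart from both, and bars are the mean and SD. Disease arrays average 8.66 against 9.23 in JIA and 8.51 against 9.17 in JDM.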

For PBMC, three genes were differentially expressed in both diseases relative to controls, namely granzyme K (GZMK) that was 1.9-fold under-expressed in both diseases, homeodomain-only protein (HOP) under-expressed 1.8-fold in both diseases, and v-myb myeloblsatosis viral oncogene homolog (avian)-like 1 (MYBL1) under-expressed 1.9-fold in both diseases. One other gene (225239_at) whose product has not been functionally characterized was also differentially under-expressed in PBMC from both diseases relative to controls. 

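The transcript of this uncharacterized probe set fell by 0.83 log2 in JDM PBMC (SE 0.17, limma adjusted p 0.0261, below the control median on 12 of 13 JDM arrays) and stands at -0.68 in JIA PBMC (SE 0.31, adjusted p 0.247, 11 of 14), where it fails the correction; JIA minus JDM is 0.14 (SE 0.29, adjusted p 0.806). Without JIA replicate 14 it gives -0.96 in JIA PBMC (adjusted p 0.00519), within array set 2 -0.72, and in JDM -1.45 in set 1 and -0.32 in set 2. Leaving out JDM replicate 5 ended its call in JDM (adjusted p 0.0537). By adjusted p JIA and JDM PBMC share 21 probe sets, 20 lower in both and 1 higher, LGALSL (1.24 in JIA and 0.85 in JDM). In a normalization over the 3 groups 11 are lower in both, against 0 (0 to 29.6) in unchanged groups simulated by drawing arrays with replacement against the same controls, and without JIA replicate 14 40 are, against 0 (0 to 0). Named after their values were seen, the shared ones include KLRD1, an NK receptor (-0.77 in JDM), and FEZ1 (-0.92 and -0.99), beside GZMK, HOPX, SAMHD1 and PYHIN1. The controls are the same in both, and across probe sets the effects correlate at 0.472, against 0.333 (0.106 to 0.685) in simulated unchanged groups and 0.249 with the controls divided; genes are not independent of one another.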

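The difference between the diseases can be tested by itself, within each cell type, as JIA minus JDM. In neutrophils 179 of 27259 probe sets passed limma's adjusted test (135 higher in JIA, 44 lower), 224 with the array set as a block and 167 with the disease groups alone. MALAT1 is 1.15 log2 higher in JIA than in JDM neutrophils (SE 0.19, adjusted p 0.00125) and SPEN 0.99 higher (SE 0.20, adjusted p 0.00661), while ANKRD10 (-0.57, SE 0.12, adjusted p 0.0109) and PRKAA1 (-0.51, SE 0.11, adjusted p 0.0172) are lower. Among the genes of smallest p, looked up after the test, are YTHDC1 (1.35), ATRX (1.11), SCAF11 (0.87), UBN1 (0.95), DDX17 (1.35), RBM39 (1.17) and IL6ST (0.92). In PBMC 18 passed (11 higher, 7 lower), among them MPIG6B (1.42, SE 0.26, adjusted p 0.0145) and ANKRD10 (-1.20, SE 0.24, adjusted p 0.0215). With the array set as a block 0 pass in PBMC by limma (2980 at an unadjusted p under 0.05; no other tool was run), with the disease groups alone 6, and without JIA replicate 14 248. The platelet list differs by 0.51 between JIA and JDM PBMC (adjusted p 0.309) and by 0.47 in neutrophils (adjusted p 0.636), and the cytotoxic list in PBMC by 0.07 (adjusted p 0.834, permutation tests). From how few genes appear in both sets of tables, the paper concludes that the diseases have considerably different patterns.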

Based on these findings, gene expression patterns of these diseases are considerably different form one another.

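Probe sets chosen by a test between patients and controls can part those groups by the choice alone, so the JIA and JDM arrays were also clustered on the 1000 probe sets of highest variance, chosen without regard to group (Ward's method, tree divided in 2). On these, 17 of 27 JIA and control neutrophil arrays fell with their group (Fisher p 0.252) and 18 of 27 in JDM (p 0.128). In PBMC 16 of 29 fell with their group for JIA (p 0.483), where the JIA array apart from the others formed a cluster by itself, and 14 of 28 for JDM (p 1). Without JIA replicate 14 it is 20 of 28 in JIA PBMC (p 0.00688), as 13 JIA with 8 control arrays against 7 controls, the numbers that array sets 2 and 1 hold, so this p does not part JIA from the array set. The same clustering parted array set 1 from set 2 in 41 of 41 PBMC arrays (p 5.68e-11) and in 24 of 41 neutrophil arrays (p 0.341).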

For both childhood-onset rheumatic diseases studied here, patients could be distinguished from control children by hierarchical cluster analysis of microarray data obtained from peripheral blood cells. Figure 1 shows a heat map of differentially expressed genes that were identified in neutrophils from patients with JIA and controls. All control samples clustered to the right side of the heat map while all patients clustered to the left. These results demonstrate that gene expression profiling of neutrophils distinguishes most children with JIA from a control population of children (X^2 ^= 23.14; p = 1.5 × 10^-6^). 

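On the probe sets that met the criteria of the study here, 10 JIA neutrophil arrays formed a cluster without controls, and 4 JIA and 13 control arrays the other (Fisher p 1.53e-04; chi-square with Yates' correction 11.8). On the probe sets of the study's own table (Fig. 1), and on those called by adjusted p, all 27 arrays fell with their group (p 4.99e-08). In both cases the genes, such as PRKAA1 and PTGER4, had been selected on the same arrays. The paper concludes from Fig. 1 that neutrophil profiles tell most children with JIA from controls.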

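In JDM neutrophils the probe sets past the criteria of the study, among them those of SPEN, PTPRC and CLN6, put 13 JDM and 6 control arrays into one cluster, and 1 JDM and 7 control arrays into the other (20 of 27 with their group, Fisher p 0.0128). The study's own probe sets (Fig. 2) placed 23 of 27: 13 JDM with 3 controls, and 1 JDM with 10 controls (p 3.41e-04; chi-square 10.9). No JDM neutrophil clustering was possible on probe sets called by adjusted p, of which there were 0 by limma and 0 by a Welch test.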

Hierarchical clustering of differentially expressed neutrophil genes also separated the majority of patients with JDM samples from controls. The cluster on the right side of Figure 2 represents data obtained from 12 patients and 2 controls, while the cluster on the left side contains data from 2 patients and 11 controls (X^2 ^= 10.69, p = 1.1 × 10^-3^).

**Figure 1:**
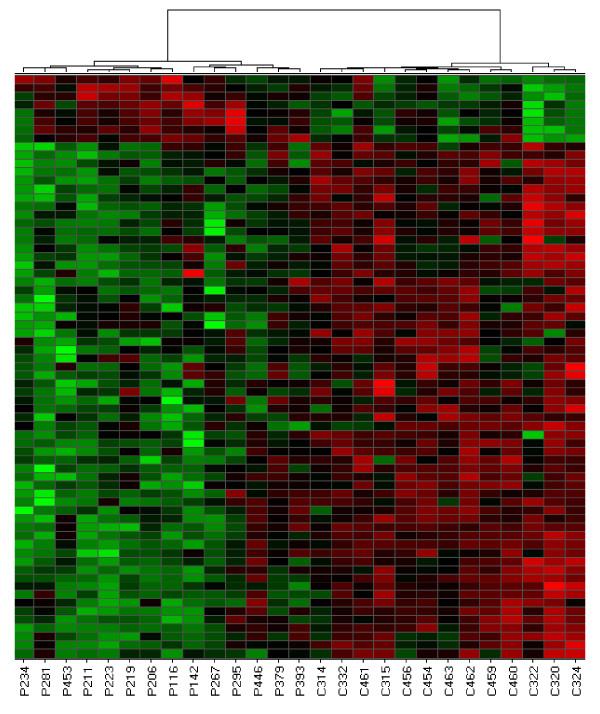
**Hierarchical cluster analysis derived from gene expression profiling in neutrophils of children with active polyarticular JIA and neutrophils from control children**. Clustering was performed using Ward's method which clustered on both the samples and the genes. Control samples are designated by the prefix "C", patient samples are designated "P". Each column represents patterns of genes from a separate sample, indicated by different numbers. Each row represents a separate gene. Red: genes that are over-expressed in disease; green: genes that are under-expressed in disease.

**Figure 2:**
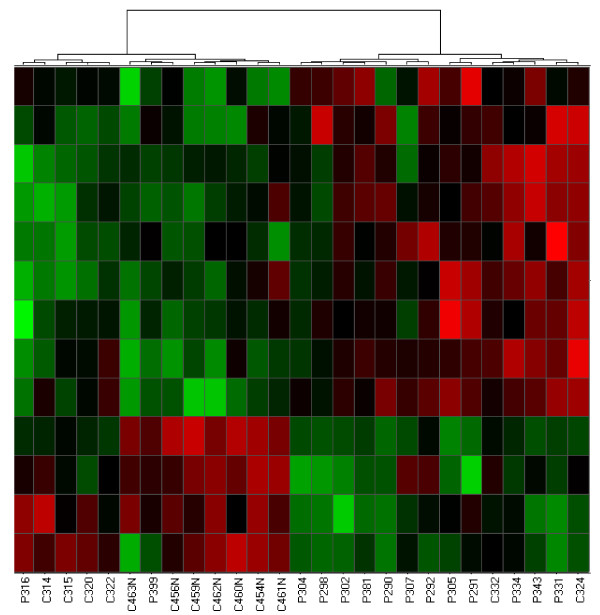
**Hierarchical cluster analysis derived from gene expression profiling of neutrophils from JDM and control samples**. Columns and rows are as described in Figure 1.

Differentially expressed genes in PBMC were also good at discriminating either disease from controls using hierarchical clustering. For JIA, the left cluster in figure 3 contains samples from 15 controls and five patients, while the right cluster contains only samples from eight patients (X^2 ^= 10.08, p = 1.5 × 10^-3^). 

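With all 14 JIA PBMC arrays, clustering on the probe sets past the criteria of the study, in which platelet genes such as ITGA2B and ITGB3 are prominent, gave one cluster of 14 JIA and 2 control arrays and another of 13 controls (27 of 29 with their group, Fisher p 1.75e-06; chi-square 18.6). Without JIA replicate 14 the same steps gave 8 JIA arrays in one cluster, and 5 JIA with 15 controls in the other (p 4.14e-04; chi-square 10.08), the numbers that the paper gives for Fig. 3. On the study's own probe sets 26 of 29 fell with their group (p 2.19e-05), and on those called by adjusted p 28 (p 2.06e-07), while average linkage set 1 JIA array apart and placed 16 (p 0.483).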

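JDM PBMC arrays clustered on the 21 probe sets past the criteria of the study, of which TGFBR3, CD160, GZMK and most others were lower in JDM, as 12 JDM arrays against 1 JDM and 15 control arrays (Fisher p 4.27e-07; chi-square 20.61). The numbers are those of Fig. 4. On the probe sets called by adjusted p the clusters held the same numbers of arrays, and on the study's own 26 probe sets 24 of 28 arrays fell with their group (Fisher p 3.85e-04). As in neutrophils, the genes were selected on the arrays they part.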

For JDM, the left cluster in Figure 4 contains 12 patient samples, while right cluster contains one patient and all control samples (X^2 ^= 20.61; p = 5.6 × 10^-6^). Patient 399 had active disease at the time the blood sample was donated for this study.

**Figure 3:**
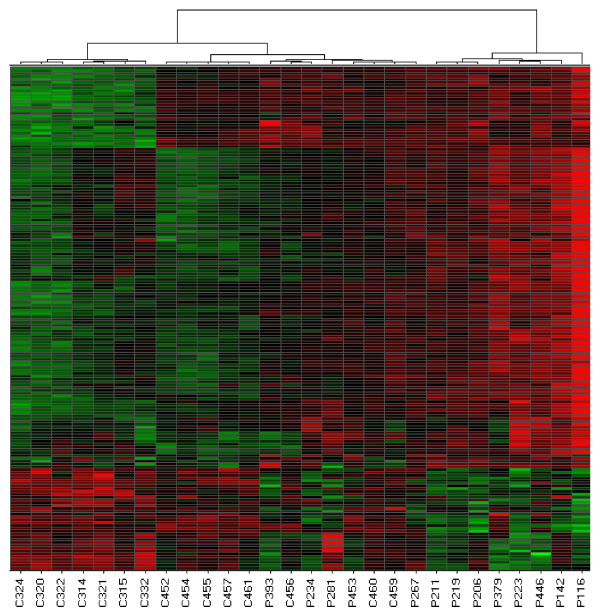
**Hierarchical cluster analysis derived from gene expression profiling of PBMC from JIA and control samples**. Columns and rows are as described in Figure 1.

**Figure 4:**
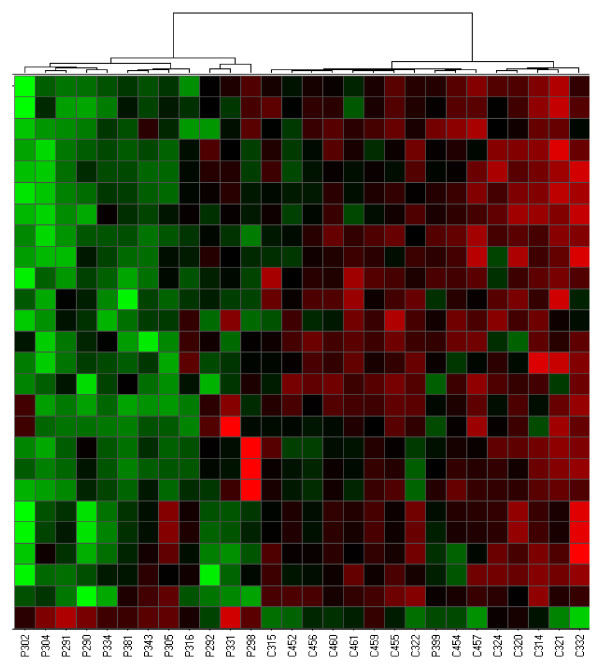
**Hierarchical cluster analysis derived from gene expression profiling of PBMC from JDM and control samples**. Columns and rows are as described in Figure 1.

Nine differentially expressed genes selected from both cell types in both diseases were analyzed for differences using quantitative real-time PCR *(MCL1, PSMD7, CD160, GZMK, MYBL1, ACPP, CUGBP2, F13A1 and CTTN)*. 

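On the arrays, ACP3 (ACPP), an acid phosphatase, stands at -0.88 log2 in JIA neutrophils (SE 0.22, limma adjusted p 0.052, below the control median on 12 of 14 JIA arrays), past the criteria of the study but not the adjusted test. F13A1, the A chain of coagulation factor XIII carried by platelets and monocytes, rose by 0.96 in JIA PBMC (SE 0.21, adjusted p 0.0141, 14 of 14), and CTTN, an actin-binding protein, by 1.22 (SE 0.30, adjusted p 0.0283, 13 of 14). In JDM PBMC CD160, a receptor of NK and cytotoxic T cells, fell by 0.89 (SE 0.19, adjusted p 0.0281, 12 of 13). In JDM neutrophils MCL1, a survival factor of the BCL2 family, stands at 0.52 (SE 0.21, adjusted p 0.422, 12 of 14) and PSMD7, a proteasome subunit, at -0.54 (SE 0.19, adjusted p 0.345, 10 of 14). Within array sets 1 and 2 the differences are -1.06 and -0.61 for ACP3, -1.33 and -0.52 for CD160, 0.29 and 0.71 for MCL1, and -0.28 and -0.65 for PSMD7; in set 2 F13A1 stands at 1.04 and CTTN at 1.67. CTTN lost its call without JIA replicate 1 (1.04, adjusted p 0.0513), and CD160 in 6 of 28 fits that left out 1 array. The PCR values themselves were not used here.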

In every case, those that were differentially over- or under-expressed on microarrays were similarly over- or under-expressed by quantitative PCR.

To better understand potential functional interactions between products of genes that were differentially expressed in these childhood-onset rheumatic diseases relative to childhood controls, differentially expressed genes were analyzed *in silico *using the Ingenuity Pathways Analysis (IPA) software (Ingenuity^® ^Systems, Inc., Redwood City, CA). For each disease and cell type, we observed multiple interconnected networks between gene products, a feature designated *modularity *that is characteristic of normal metabolic networks. [20]. Within networks, certain gene products had numerous known interactions with other products (high connectivity), while other products had relatively few interactions. Figures 5, 6, 7, 8 contain representative examples. Of the 128 genes that were differentially expressed in PBMC from patients with JIA relative to controls, seven networks were identified that each contained twelve or more differentially expressed genes. Figure 5 shows high connectivity for tumor necrosis factor (TNF) and interferon gamma (IFNG) and lower connectivity for most other genes (e.g., SMAD2). 

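TNF stands at 0.04 log2 in JIA PBMC (SE 0.26, limma adjusted p 0.938, above the control median on 6 of 14 JIA arrays) and IFNG, the cytokine of NK and T cells, at -0.26 (SE 0.24, adjusted p 0.585, below it on 10 of 14). SMAD2, a mediator of transforming growth factor beta signals, stands at 0.08 (SE 0.10, above it on 7 of 14) and lies under the median variance, where no adjusted p was computed. Within array set 2 TNF gives -0.23, IFNG -0.40 and SMAD2 0.12. In JIA PBMC a list of 30 genes induced by TNF and NF-kappa-B differs by 0.07 (permutation test, two-sided, p 0.641, adjusted p 0.921, 8 of 14 arrays), with 0 genes called over all tested and 0 adjusted over the list alone, and 20 interferon gamma-induced genes give -0.05 (p 0.717, adjusted p 0.934, 10 of 14). The SE of 0.26 leaves room for a modest change in TNF, so equal expression is not shown.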

The score calculated by Ingenuity Pathway Analysis software for this network is 20, indicating the probability of finding this number of focus genes in a randomly selected group of genes of this network's size is <10^-20^. (Network scores for all networks shown are listed in the figure legends.) Figure 6 shows results derived from gene expression differences in neutrophils from JIA patients relative to controls. Of the 60 genes that were differentially expressed, IPA identified 4 networks that each contained at least 9 differentially expressed genes. Here, NFKb and the kinases ERK, P38MAPK and MAPK14 show high connectivity. These kinases have been linked to the generation of reactive oxygen species in rheumatoid arthritis synovium [21]. 

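MAPK14, which encodes p38 alpha, stands at 1.00 log2 in JIA neutrophils (fold 2.00, SE 0.27, limma adjusted p 0.0697, above the control median on 14 of 14 JIA arrays; mean signal 436 against 218), past the criteria of the study but not the adjusted test. Within array sets 1 and 2 it gives 1.93 and 0.35, of which the first is called. NFKB1, a subunit of NF-kappa-B, stands at 0.30 (SE 0.14, adjusted p 0.29, 11 of 14), its partner RELA at -0.02 (SE 0.13, adjusted p 0.954, 6 of 14) and MAPK3, encoding ERK1, at -0.17 (SE 0.15, adjusted p 0.612, 11 of 14). A list of 13 measured p38 and ERK kinases and their regulators differs by -0.01 (permutation test, two-sided, adjusted p 0.777), with 0 called over all tested and, adjusted over the list alone, MAP2K6 higher (0.85) and RPS6KA5 lower (-0.46); 1 member stands in the study's table. In JIA neutrophils 30 genes induced by TNF and NF-kappa-B differ by 0.15 (adjusted p 0.411, permutation test), and the members of smallest p go both ways, IL1RN at 0.51 (SE 0.16) and TNFAIP6 at 0.70 (SE 0.25) against CXCL8 at -0.68 (SE 0.31) and PTGS2 at -0.61 (SE 0.27).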

In network theory, nodes with high connectivity are defined as *hubs *[22]. These results demonstrate that hubs may be represented by both non-differentially expressed (e.g., Figure 5) and differentially expressed genes (e.g., Figure 6). These transcriptional hubs may be connected to nodes that represent differentially expressed (shown in color) and similarly expressed genes. 

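Of the hubs named in the figures, MAPK14 (Fig. 6) met the criteria of the study in JIA neutrophils, and TNF and IFNG (Fig. 5) did not in JIA PBMC. A list of 15 measured hubs and nodes of the networks differs by 0.09 in JIA neutrophils (permutation test, two-sided, adjusted p 0.434, 12 of 14 arrays) and by 0.13 in JIA PBMC (adjusted p 0.435, 12 of 14). By limma 0 of its genes were called over all tested and 0 adjusted over the list alone in either; 2 stand in the study's table for JIA PBMC. The paper reasons that a hub may or may not itself be differentially expressed. The array values carry no information on connections between products of TNF, IFNG or MAPK14, and the network software was not used here.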

All seven networks generated from the JIA PBMC data and all 4 networks generated from the JIA neutrophil data contain such hub and node structures.

**Figure 5:**
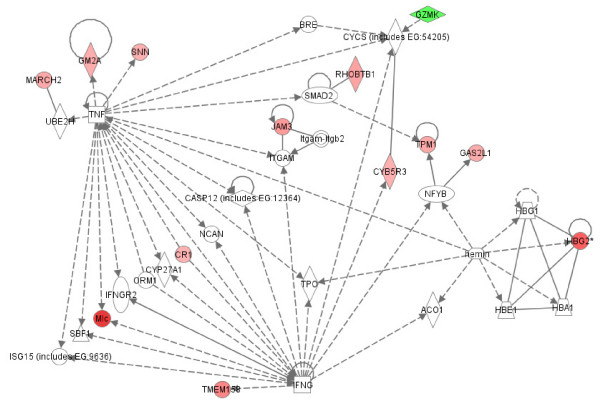
**Interactions between products of genes that were differentially expressed in JIA patient PBMC samples relative to controls**. Differentially expressed genes are designated by color (red: up-regulated in disease; green: down-regulated in disease). Increased intensity reflects greater fold-change between groups. Additional genes that were not differentially expressed between groups (not colored) with known interactions to differentially expressed genes were added by IPA software. Network score = 20.

**Figure 6:**
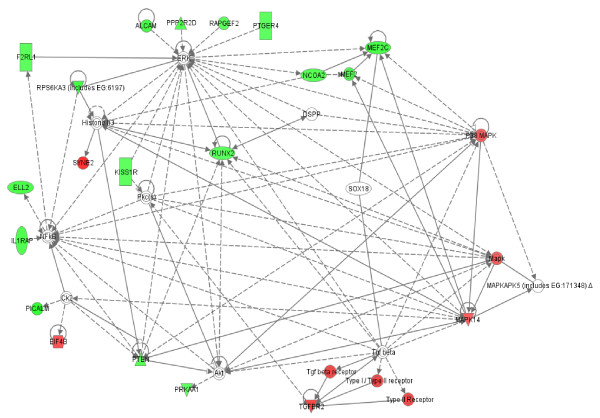
**Interactions between products of genes that were differentially expressed in JIA patient neutrophil samples relative to controls**. Network score = 17. Patterns are as described in the legend of Figure 5.

**Figure 7:**
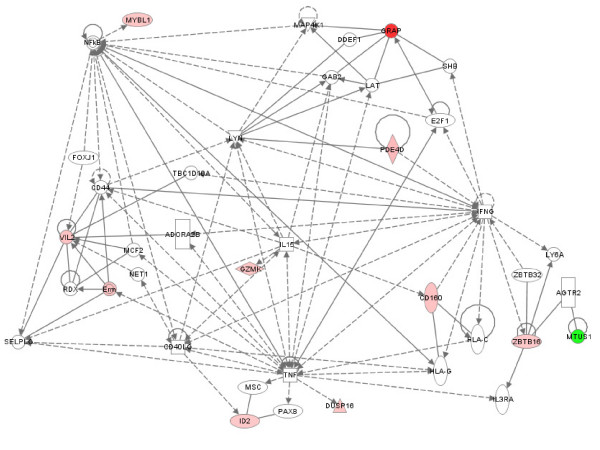
**Interactions between products of genes that were differentially expressed in JDM PBMC relative to control PBMC**. Network score = 23. Patterns are as described in the legend of Figure 5.

**Figure 8:**
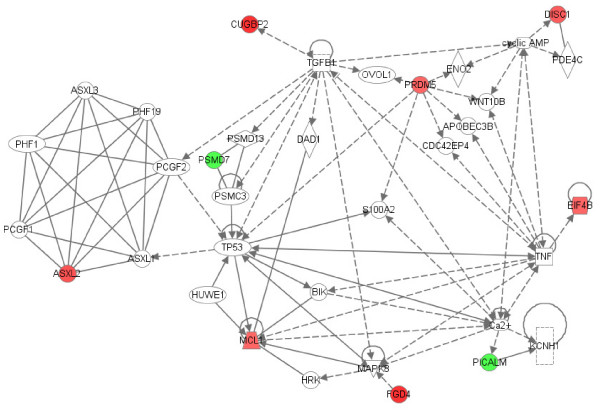
**Interactions between products of genes that were differentially expressed in JDM neutrophils relative to control neutrophils**. Network score = 25. Patterns are as described in the legend of Figure 5.

Such networks are not restricted to disease-associated transcriptional changes in JIA. Gene expression profiles in PBMC obtained from comparing patients with JDM to controls revealed TNF, nuclear factor kappa B (NFkB) and interferon gamma (IFNG) hubs from similarly expressed genes and a VIL2 hub from one of the differentially expressed genes between these groups (Figure 7). 

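In JDM PBMC TNF stands at 0.06 log2 (SE 0.24, limma adjusted p 0.962, above the control median on 6 of 13 JDM arrays) and RELA at -0.05 (SE 0.17, adjusted p 0.958, below it on 8 of 13). IFNG stands at -0.47 (SE 0.17, adjusted p 0.258, below it on 12 of 13), -0.37 in array set 1 and -0.54 in set 2. NFKB1 (-0.07, SE 0.08) and EZR, the ezrin gene that the paper lists as VIL2 (-0.16, SE 0.06, 11 of 13), lie under the median variance, where no adjusted p was computed. EZR gives -0.14 and -0.17 within array sets 1 and 2, a size far under the fold of 1.8. The study's Table 4 names neither EZR nor VIL2, but many of its rows carry no gene symbol. Which probe set stands behind VIL2 in the paper is thus not known. Genes induced by TNF and NF-kappa-B differ by -0.05 in JDM PBMC (permutation test, two-sided, p 0.722, adjusted p 0.892, 9 of 13 arrays), those induced by interferon gamma by 0.04 (p 0.755, adjusted p 0.892, 10 of 13), and the 15 hubs and nodes of the networks by -0.0025 (adjusted p 0.976).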

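TNF stands at 0.24 log2 in JDM neutrophils (SE 0.28, limma adjusted p 0.81, above the control median on 8 of 14 JDM arrays), 0.88 within array set 1 and -0.05 within set 2. The 30 genes induced by TNF and NF-kappa-B differ by 0.14 (permutation test, two-sided, p 0.142, adjusted p 0.636, 10 of 14 arrays), with 25 above 0 and by limma 0 called over all tested or adjusted over the list alone. Those of smallest p are IL1B (0.49, SE 0.20), TNFAIP6 (0.48, SE 0.24) and IL1RN (0.40, SE 0.20). In JDM neutrophils the hubs and nodes of the networks differ by 6.7e-04 (adjusted p 0.991), p38 and ERK kinases and their regulators by -0.05 (adjusted p 0.636, 11 of 14) with ATF2 lower adjusted over the list alone (-0.36), and apoptosis regulators by -0.02 (adjusted p 0.9, permutation tests).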

The TNF hub was also observed in a JDM neutrophil-derived network (Figure 8). A type 1 interferon signature has already been reported in JDM muscle [23] and peripheral blood of both adults and children with inflammatory mypoathy [24]. Polymorphisms in the TNFA gene are known to confer disease risk and are associated with differences in clinical course and disease outcome in JDM.

The functional modeling of differentially expressed genes illustrated here has identified long-suspected pathologic hubs centering on TNFα and IFNγ, and, in addition, a previously unknown (but biologically sensible) hub for proteins such as VIL2. These results demonstrate that hub and node structures, also known as *scale-free networks *[25] that have been described for normal metabolic processes are also observed in both neutrophils and PBMC gene expression signatures of these diseases.

## Discussion

One important insight that has emerged from the genomic era of biology and medicine has been the development of deeper insights into the complexity of biological structures and processes. Prior to this era, biologists were able to work under the assumption that biological processes were essentially linear and that different components of inter-related metabolic systems functioned according to classical network theory as articulated by Erdos and Renyi [26]. This theory assumes that each pair of constituents (nodes or vertices) in a network is connected in a linear fashion to each other by edges. Furthermore, each node has generally the same number of links with the others, and that the number of links follows a Poisson distribution depending on the number of constituents in the system. However, computer modeling of biological systems has challenged that concept [22]. Evidence from genome sequencing and known biochemical functions of specific proteins suggests that specific nodes within biologic networks show high degrees of connectivity to other components ("hubs"), while most other nodes show low degrees of connectivity [27]. This high variability in degrees between nodes is a general feature of scale-free networks, particularly when these degrees follow a power law distribution [28]. Furthermore, groups of metabolic networks can be grouped into larger elements of related function [29].

This paper is the first to report in a systematic way that *pathologic *networks carry many of the same features as physiologic networks. *A priori*, there is no reason to assume that disease states would imitate normal cellular function in its display of scale-free properties with modularity. It is possible, for example, that disease states might result in perturbation of cell function(s) such that a loss of scaling and increased linearity of metabolic networks is seen. Implicit in these models is the notion that chronic inflammatory diseases like JIA and JDM represent not the *breakdown *of normal immune mechanisms (as is posited in autoimmune theories of pathogenesis), but their *adaptive functioning*. This is a profoundly different pathogenic model and underscores the potential of systems biology thinking to transform our understanding of illnesses.

The fact that such scale-free networks exist among disease states has interesting implications for the chronic inflammatory diseases studied here. One of the most important features of scale-free networks is their relative resistance to perturbation or attack when peripheral nodes are targeted [30]. Only alterations in the hubs results in significant alteration in the network. This fact has obvious therapeutic implications for these diseases. It should be clear that the most promising targets of therapy are going to be those specifically directed at pathologic hubs. Even if a gene shows strong differential expression between children with disease and control children, that gene is unlikely to be a promising therapeutic target if it is a more peripheral node. Proof-of-concept for this idea comes from our clinical experience with JIA. TNF inhibitors have emerged in the past 20 years as the most highly successful therapy for this disease [31], and we note that in our analysis, TNF is a prominent hub in a pathology-associated metabolic network in both neutrophils and PBMC (Figures 6, 7, 8). 

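JAM3, an adhesion molecule of platelets and endothelium, rose by 1.31 log2 in JIA PBMC (SE 0.30, limma adjusted p 0.0177, above the control median on 14 of 14 JIA arrays). Its mean signal was 58.6 against 23.6, under the minimum of 64 that the study sets, so here it passes the adjusted test but not the criteria of the study. Within array set 2 the difference is 1.48 and it is called, on the arrays with BioC over 9 it is 0.80 and is not. The PBMC minus neutrophil effect of JAM3 is 1.31 (adjusted p 0.0594). In control and JDM neutrophils its probe set lies at the floor (mean 4 log2, SD 0), so this value cannot compare responses of the cell types.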

Based on this model, we would predict that targeting a gene such as JAM3 (Figure 5), although highly differentially expressed between children with JIA and controls, would be a less successful strategy.

These studies also have implications for our understanding of the pathogenesis of rheumatic diseases in children. 

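Neutrophil and lymphocyte genes were followed as lists fixed in advance, by two-sided permutation tests adjusted over the lists of a comparison. In neutrophil samples, 19 genes of mature neutrophils such as FCGR3B and FPR1 differ by 0.08 in JIA (adjusted p 0.555, 10 of 14 arrays) and 0.05 in JDM (adjusted p 0.9, 8 of 14), and genes of neutrophil precursors by -0.11 (adjusted p 0.715) and -0.03 (adjusted p 0.966). T cell genes stand at 0.64 in JIA neutrophils (adjusted p 0.305), with CD3D (1.23) and CD3G (1.22) called adjusted over the list alone, and at 0.34 in JDM neutrophils (adjusted p 0.636); monocyte genes stand at 0.43 (adjusted p 0.159, 12 of 14, 12 of 12 genes above 0) and 0.24 (adjusted p 0.636). In PBMC, T cell genes stand at -0.22 in JIA (adjusted p 0.253, 10 of 14), with IL7R (-0.68) and BCL11B (-0.68) lower adjusted over the list alone, and at 0.07 in JDM (adjusted p 0.881). B cell genes stand at 0.36 (adjusted p 0.164, 11 of 14) and -0.05 (adjusted p 0.892), MHC class II genes at -0.36 (adjusted p 0.142, 12 of 14) and -0.26 (adjusted p 0.104, 12 of 13), and monocyte genes at 0.05 (adjusted p 0.934) and 0.07 (adjusted p 0.881). Mature neutrophil genes stand at 0.56 in JIA PBMC (adjusted p 0.188, 11 of 14, 19 of 19 genes above 0). The paper proposes interplay of innate and adaptive immunity from changes in both preparations.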

In the diseases studied here, alterations in gene expression profiles relative to control subjects occurred in cells of both innate (neutrophils) and adaptive (PBMC) immunity. These findings suggest that complex interactions between innate and adaptive immunity occur in these diseases, as we have previously proposed [8,32]. Thus, it is perhaps an over-simplification to refer to these illnesses as "autoimmune" disorders, and, indeed, little in the expression profiles or the *in silico *models supports the hypothesis that these illnesses are driven primarily by a breakdown in the mechanisms through which "self" and "non-self" are recognized within the adaptive immune system. Rather, the metabolic structures may be better interpreted as an adaptation to an externally-applied force or forces (a hypothesis that does not exclude the possibility that one of those elements is an altered or inappropriately recognized self antigen).

There are some limitations on these data that must be considered. The most important limitation concerns the Ingenuity Pathway Analysis (IPA) program itself. The program builds its models by querying the known literature. This has several implications. First, the models reflect what is already known about interactions between specific genes. Unknown interactions could not be discovered through this analysis, and thus it is likely that there are highly relevant interactions that do not emerge in IPA. The next limitation is the fact that, since IPA queries only known associations and interactions, genes about which little or nothing is known about the function of their products cannot be identified as hubs using this method. Given these limitations, the models generated here must be considered preliminary and incomplete. However, despite these limitations, we believe that the models that emerge from this analysis better explain the complexity encountered in the clinic than the more limited, linear models generated from purely reductionist approaches.

## Conclusion

In conclusion, we demonstrate here that the pathology-associated metabolic networks in leukocytes of children with diverse inflammatory disorders show characteristics of *physiologic *cell networks. The scale-free nature of the hub-and-node structures of these networks provides new opportunities to identify targets of therapy and test models of disease pathogenesis. While the specific models reported here are likely to be altered as more is learned about the function of specific elements within the networks, the emergence of known points of pathogenic control within these networks (e.g., TNF) support the validity of the concepts reported here.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MBF directed all aspects of microarray operations, performed data analysis and interpretation, and wrote the manuscript with JNJ; SW, AA, and TM assisted in patient characterization and microarray analyses on the JDM population; SW and AA also assisted in data analysis and interpretation; KJ and YC assisted cell separation and isolating RNA, and performed rtPCR studies; NK performed statistical analyses to identify differentially expressed genes; RM and BC assisted in identifying clinical phenotypes in the JIA population; JO performed RNA quality control, labeling, hybridizations and scanning; JNJ was the P.I. on this study and was responsible for the overall study design, data analysis and interpretation.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

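Of the 60 probe sets of the study's Table 1, 60 have the same direction in JIA neutrophils here, 32 are called by limma's adjusted test and 24 meet the criteria of the study. The median ratio of log2 folds, here over the paper's, is 0.804, and 49 are smaller here. RAPGEF6, an activator of Rap GTPases, gives -1.01 (SE 0.16), RPS6KA3, a kinase downstream of ERK, -0.98 (SE 0.15), UBE2H, a ubiquitin-conjugating enzyme, -0.88 (SE 0.15), and FCHSD2 -1.03 (SE 0.17), the transcription factors MEF2C -1.17 (SE 0.25) and RUNX2 -0.82 (SE 0.16), all of them called. Not called are IL1RAP, a subunit of the interleukin 1 receptor (-1.10, SE 0.28), SYNE2 (0.98, SE 0.26), TGFBR2 (0.91, SE 0.26), KISS1R (-0.58) and NSMAF (-0.45). These genes were picked from the table after their values were seen. Selection on the same JIA samples can make folds in such a table larger, and GCOS signals are used here where the methods describe RMA. Why most folds are smaller here was not tested.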

Additional File 1 **Table 1.** Differentially expressed genes in jia v control neutrophils. Click here for file

Additional File 2 **Table 2.** Differentially expressed genes in jdm v control neutrophils. 

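In JDM neutrophils 15 of the 15 probe sets of Table 2 have the same direction here, 0 are called by limma's adjusted test, and 1 meets the criteria of the study, KIAA0256 (-1.15, SE 0.26, adjusted p 0.213). Folds printed in Table 2 go down to 1.76, as for MCL1, under the 1.8 of those criteria. All 15 log2 folds are smaller here, with a median ratio of 0.682. Among the others TTC26 gives 0.60, FGD4 0.48 and ASXL2 0.51, picked after their values were seen.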

Click here for file

Additional File 3 **Table 3.** differentially expressed genes in jia v control pbmc. 

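For JIA PBMC, 128 of the 128 probe sets of Table 3 have the same direction here, 69 are called and 56 meet the criteria of the study; without JIA replicate 14 it is 124 and 101. The fetal haemoglobin genes HBG2 (2.35, SE 0.52) and HBG1 (2.23, SE 0.51) rose, as did BSG (1.11, SE 0.20), FAM118A (1.53, SE 0.25) and the platelet granule protein gene CLU (1.36, SE 0.26). YES1, a kinase of the SRC family, fell by 0.95 (SE 0.21). Not called are TUBB1, the platelet tubulin (0.78), SEPT5 (1.32, SE 0.42), WDR1 (0.39) and PDLIM1 (0.47). The median ratio of log2 folds here over the paper's is 0.915; the genes named were picked after their values were seen.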

Click here for file

Additional File 4 **Table 4.** Differentially expressed genes in jdm v control pbmc. 

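In JDM PBMC 26 of the 26 probe sets of Table 4 have the same direction here, 18 are called and 12 meet the criteria of the study, with a median ratio of log2 folds of 0.885. The widest difference is that of a probe set without a gene symbol (-2.38, SE 0.50), and a T cell receptor gamma transcript (-0.85, SE 0.20), the non-coding RNA gene MIAT (-0.64, SE 0.11) and the probe set listed as ID2 (-0.76, SE 0.15), fell. GZMH (-0.88, SE 0.22) and ZBTB16 (-0.42) are not called. They were picked from the table after their values were seen.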

Click here for file

# Supplementary material for: Disease-associated pathophysiologic structures in pediatric rheumatic diseases show characteristics of scale-free networks seen in physiologic systems: implications for pathogenesis and treatment
**Source:** BMC Med Genomics. 2009 Feb 23;2:9. doi: 10.1186/1755-8794-2-9
**Supplement:** Additional File 1 — Table 1. Differentially expressed genes in jia v control neutrophils.

Table 1: DIFFERENTIALLY EXPRESSED GENES IN JIA v CONTROL NEUTROPHILS

Gene symbols and titles are provided when annotations are available. Probe: Affymetrix probe set ID. 

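The means in the tables of the study are described in its methods as RMA signals, while the means given here, such as 88.4 and 45.1 for MTUS1, come from scaled and quantile-normalized GCOS signals, so levels can be compared within a source only.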

Control and disease values are mean normalized signal intensities. Positive fold-change values are genes over expressed in disease, negative fold-change values are genes under-expressed in disease. P-values are –log(10) transformed. 

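Several genes are measured by more than 1 probe set past the criteria of the study here: in JIA PBMC ITGB3 by 5, PARVB by 4, and ITGA2B, TPM4, CTTN and PTGS1 by 3 each. In JIA neutrophils KREMEN1 is measured by 3 and PTGER4, QKI and SLC25A37 by 2 each, those of SLC25A37 moving in opposite directions. In JDM neutrophils H4C8 is measured by 2, and in JDM PBMC each gene by 1. Counts of probe sets and of genes therefore differ most in JIA PBMC, where platelet genes are measured repeatedly.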

Genes identified with more than one independent probe are listed only once.

# Supplementary material for: Disease-associated pathophysiologic structures in pediatric rheumatic diseases show characteristics of scale-free networks seen in physiologic systems: implications for pathogenesis and treatment
**Source:** BMC Med Genomics. 2009 Feb 23;2:9. doi: 10.1186/1755-8794-2-9
**Supplement:** Additional File 2 — Table 2. Differentially expressed genes in jdm v control neutrophils.

**Table 2: DIFFERENTIALLY EXPRESSED GENES IN JDM v CONTROL NEUTROPHILS**

| **Gene Symbol** | **Gene Title** | **Probe** | **Control** | **JDMS** | **Fold Change** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| ASXL2 | additional sex combs like 2 (Drosophila) | 1555266_a_at | 42.01 | 83.04 | 1.98 | 4.27 |
| FGD4 | FYVE, RhoGEF and PH domain containing 4 | 242445_at | 28.20 | 68.68 | 2.44 | 3.14 |
| KIAA0256 | KIAA0256 gene product | 212451_at | 188.79 | 81.23 | -2.32 | 3.16 |
| KIAA0430 | KIAA0430 | 1558697_a_at | 56.86 | 121.90 | 2.14 | 3.56 |
| MCL1 | myeloid cell leukemia sequence 1 (BCL2-related) | 200796_s_at | 848.09 | 1493.13 | 1.76 | 3.74 |
| PRDM5 | PR domain containing 5 | 220792_at | 52.40 | 93.50 | 1.78 | 3.10 |
| PRO1843 | hypothetical protein PRO1843 | 219599_at | 59.03 | 108.76 | 1.84 | 3.01 |
| PSMD7 | Proteasome (prosome, macropain) 26S subunit, non-ATPase, 7 (Mov34 homolog) | 238738_at | 97.69 | 55.43 | -1.76 | 3.71 |
| TTC26 | tetratricopeptide repeat domain 26 | 219758_at | 14.35 | 25.94 | 1.81 | 3.30 |
| --- | Clone 23712 mRNA sequence | 1565599_at | 121.46 | 286.89 | 2.36 | 3.29 |
| --- | --- | 233207_at | 56.10 | 109.11 | 1.95 | 4.85 |
| --- | --- | 1558588_at | 71.33 | 134.73 | 1.89 | 3.68 |
| --- | Transcribed locus | 239102_s_at | 608.90 | 342.48 | -1.78 | 4.67 |
| --- | Transcribed locus | 231111_at | 44.69 | 24.99 | -1.79 | 3.07 |
| --- | CDNA FLJ11750 fis, clone HEMBA1005568 | 232344_at | 66.45 | 37.09 | -1.79 | 8.10 |

# Supplementary material for: Disease-associated pathophysiologic structures in pediatric rheumatic diseases show characteristics of scale-free networks seen in physiologic systems: implications for pathogenesis and treatment
**Source:** BMC Med Genomics. 2009 Feb 23;2:9. doi: 10.1186/1755-8794-2-9
**Supplement:** Additional File 3 — Table 3. differentially expressed genes in jia v control pbmc.

Table 3: DIFFERENTIALLY EXPRESSED GENES IN JIA v CONTROL PBMC

# Supplementary material for: Disease-associated pathophysiologic structures in pediatric rheumatic diseases show characteristics of scale-free networks seen in physiologic systems: implications for pathogenesis and treatment
**Source:** BMC Med Genomics. 2009 Feb 23;2:9. doi: 10.1186/1755-8794-2-9
**Supplement:** Additional File 4 — Table 4. Differentially expressed genes in jdm v control pbmc.

**Table 4: DIFFERENTIALLY EXPRESSED GENES IN JDM v CONTROL PBMC**

| **Gene Symbol** | **Gene Title** | **Probe** | **Control** | **JDMS** | **Fold Change** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| CD160 | CD160 molecule | 207840_at | 282.5 | 141.1 | -2.0 | 3.75 |
| GZMH | granzyme H (cathepsin G-like 2, protein h-CCPX) | 210321_at | 1026.2 | 548.8 | -1.9 | 3.14 |
| GZMK | granzyme K (granzyme 3; tryptase II) | 206666_at | 1045.4 | 556.4 | -1.9 | 3.32 |
| HOP | homeodomain-only protein | 211597_s_at | 744.6 | 409.1 | -1.8 | 3.59 |
| ID2 | inhibitor of DNA binding 2, dominant negative helix-loop-helix protein /// inhibitor of DNA binding 2B, dominant negative helix-loop-helix protein | 213931_at | 509.9 | 282.7 | -1.8 | 5.49 |
| LOC144571 | hypothetical protein LOC144571 | 1564139_at | 285.3 | 107.7 | -2.6 | 3.67 |
| MIAT | myocardial infarction associated transcript (non-protein coding) | 228658_at | 190.6 | 103.0 | -1.8 | 6.24 |
| MTUS1 | mitochondrial tumor suppressor 1 | 212096_s_at | 44.0 | 84.3 | 1.9 | 4.23 |
| MYBL1 | v-myb myeloblastosis viral oncogene homolog (avian)-like 1 | 213906_at | 771.7 | 396.8 | -1.9 | 3.40 |
| TRGC2 / TRGV9 | T cell receptor gamma constant 2 /// T cell receptor gamma variable 9 | 216920_s_at | 1610.3 | 881.7 | -1.8 | 3.48 |
| TGFBR3 | transforming growth factor, beta receptor III | 204731_at | 275.4 | 108.5 | -2.5 | 6.22 |
| TRGV9 | T cell receptor gamma variable 9 | 209813_x_at | 1076.5 | 604.9 | -1.8 | 3.25 |
| ZBTB16 | zinc finger and BTB domain containing 16 | 205883_at | 110.9 | 60.6 | -1.8 | 4.12 |
| --- | --- | 226625_at | 478.4 | 268.4 | -1.8 | 3.92 |
| --- | Transcribed locus | 227762_at | 173.9 | 96.5 | -1.8 | 3.44 |
| --- | --- | 240652_at | 124.9 | 68.9 | -1.8 | 3.61 |
| --- | Transcribed locus | 243810_at | 145.0 | 79.4 | -1.8 | 4.34 |
| --- | CDNA FLJ37336 fis, clone BRAMY2020412 | 1558739_at | 85.9 | 46.0 | -1.9 | 3.14 |
| --- | CDNA FLJ26120 fis, clone SYN00419 | 225239_at | 784.5 | 417.5 | -1.9 | 3.91 |
| --- | Transcribed locus | 228854_at | 247.8 | 129.3 | -1.9 | 3.24 |
| --- | --- | 240188_at | 155.6 | 78.5 | -2.0 | 3.74 |
| --- | UG0651E06 | 1564248_at | 114.0 | 57.5 | -2.0 | 6.18 |
| --- | Transcribed locus | 214349_at | 132.5 | 60.0 | -2.2 | 3.13 |
| --- | Transcribed locus | 236610_at | 186.0 | 80.5 | -2.3 | 3.85 |
| --- | CDNA: FLJ20931 fis, clone ADSE01282 | 216050_at | 76.4 | 25.5 | -3.0 | 3.29 |
| --- | Transcribed locus | 235102_x_at | 230.6 | 33.6 | -6.9 | 4.07 |

How the deposited data were processed for this re-analysis (not part of the article)

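Expression was measured on 83 HG-U133 Plus 2.0 arrays: neutrophils of 14 JIA samples, 14 JDM samples and 13 controls, and PBMC of 14 JIA samples, 13 JDM samples and 15 controls. The intensity values are signals that, per the submitters' processing notes, the authors computed with GCOS 5.0 before the files were deposited; they are linear and were not scaled to a common level, whereas the methods of the paper describe RMA. Each sample was assigned to its group from its label and title, and all columns of values were used. The replicate numbers of the labels do not pair samples: the median correlation between a disease array and the control array of the same number in a cell type was between -0.01 and 0.14, and at most 3 arrays were closest to their own number.

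Of 54675 probe sets, 62 Affymetrix controls and 95 probe sets of XIST or Y-linked genes were left out, and 54518 analysed. The platform table gives 41097 of all 54675 probe sets 1 gene symbol, 1801 several and 11777 none. Only those with 1 symbol carry a gene name in the text, except where the paper names a probe set itself. Each array was scaled to the same mean signal, trimmed by 2% at each end, a step chosen after the unscaled values were seen; signals under 16 were raised to 16 before log2, and the log2 values were quantile normalized over the arrays of a comparison. Probe sets at the floor on every array were left untested, a choice made after the result with a floor of 64 was seen. The 27259 probe sets at or above the 50th percentile of variance were tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3, with data.table 1.17.8 and parallel 4.3.3), disease minus control, and adjusted by the method of Benjamini and Hochberg. A gene is called higher or lower where the adjusted p is under 0.05. Beside this, the criteria of the study were applied: an unadjusted p under 0.001, a fold of geometric means of at least 1.8 and a geometric mean over 64 in one group. A Welch test per probe set served as a second tool. The study itself used random variance t statistics in a multivariate permutation test, which was not run here.

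JIA was compared with JDM in a fit of the 3 groups of a cell type. The effect in PBMC was compared with that in neutrophils by an interaction term over 4 groups, on probe sets past the variance filter in either cell type, with arrays taken as independent because the labels do not tie the samples of a child. For 23 gene lists (platelets and megakaryocytes, erythroid cells, neutrophil precursors, mature neutrophils, eosinophils, monocytes, T cells, cytotoxic lymphocytes, B cells, plasma cells, type I interferon-induced genes, interferon gamma-induced genes, TNF and NF-kappa-B target genes, immediate early and stress genes, glucocorticoid-responsive genes, MHC class II, cytosolic ribosomal proteins, oxidative phosphorylation, proteasome subunits, cell proliferation, p38 and ERK kinases and their regulators, apoptosis regulators, and hubs and nodes of the networks in the study) the mean log2 value of the list on each array was compared by a two-sided permutation test with 100000 resamples, or an exact one where a group has fewer than 10 arrays. Each gene was measured by its 1 probe set of highest mean, and p was adjusted over the lists of a comparison. Arrays were clustered by Ward's method on z-transformed values, the tree was divided in 2, and clusters were compared with groups by Fisher's test and by the chi-square with Yates' correction. RNA quality was measured as the log2 3'/5' ratio of the GAPDH and ACTB control probe sets.

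The text names the probe sets that the paper names, and in each comparison the 10 genes with the largest rise and the 10 with the largest fall among those called with a geometric mean over 64, or, where none is called, the 5 of smallest p each way; from each list described it names up to 4 members of smallest p. Values in the tables of the paper had been seen when this rule was set. These rules, the lists, the tests and most alternatives were set before the data were examined. Alternatives covered the normalization (none, each array centred on its median, quantile over all arrays of a cell type), the floor (1 and 64), the variance filter, the minimum level, a fold of 1.75, arithmetic means, eBayes with trend and robust options, 3 groups in one fit, array quality weights, the GAPDH ratio as a covariate, the replicate number as a block, other linkages, scalings and probe sets for the clusters, and leaving out each array in turn.

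Array sets were defined after the data were seen, from technical measures only: the arrays of each cell type were clustered on brightness, hybridization controls and the ACTB ratio together and divided in 2. In neutrophils the sets overlap in the ACTB ratio. Several combinations of these measures were looked at. By brightness alone 41 of 41 neutrophil arrays but 31 of 41 PBMC arrays are placed as in these sets, by the ACTB ratio alone 24 and 41, and by the hybridization controls alone 40 and 26, so the sets rest on brightness in neutrophils and on the ACTB ratio in PBMC. Alternatives with the set as a block, within each set, without PBMC JIA replicate 14, without the 3 JIA neutrophil arrays with bright poly-A controls, on PBMC arrays of set 2 with a BioC control over 9, and with quantile normalization before the floor were added then. An earlier test, of how far the size of the differences called lower in JIA neutrophils holds with the array set as a block or without the bright poly-A arrays, was dropped, as it ran on probe sets chosen by their direction; the share of lower probe sets took its place. For arrays their number limits precision. The steps were tested on simulated data with 54518 probe sets and the same group sizes: of probe sets changed 2-fold, 88.1, 91.0, 79.1 and 97.0% were called in JIA neutrophils, JDM neutrophils, JIA PBMC and JDM PBMC, of those changed 1.5-fold 46.3, 47.8, 40.3 and 74.6%, all in the right direction, with 15, 12, 8 and 15 unchanged ones called. Of 3 shifted lists per comparison 3, 3, 3 and 2 were found, and 1 unshifted list was called in JIA neutrophils. The quantitative PCR values and the network software of the study were not used here. Results for some genes are not reported here.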

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

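Of the tests in this part, those of the array set for the cytotoxic genes in JIA and in JDM, and those of the array set, the bright poly-A arrays and the normalization for the neutrophil genes, were chosen only after the result was seen, and the array set and replicate 14, on which the tests of the platelet genes rest, were singled out after seeing the data. Gene sets and genes are listed here because a direct test found a difference between groups, or because they changed in disease and stand outside the study's table for that comparison.

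Platelet and red cell genes were higher in JIA PBMC: the platelet list by 0.89 and the erythroid list by 1.02 (permutation test, adjusted p 0.014 for both; 13 and 11 of 14 arrays). The array set is argued against as the whole cause, since within set 2 the platelet list differs by 1.05. Replicate 14 has the lowest platelet score of the JIA PBMC arrays (6.62), so that array lowers the JIA mean. Leaving it out (1.05) could only widen the difference, so that step could not have counted for replicate 14 as a cause. The share of platelet genes above 0 is 1 (37 of 37), as platelets in the PBMC preparations would need, but it follows from the shift of the list and is the same in JDM PBMC, where the list does not pass. More platelets and red cells in the preparations may thus be behind the pattern. This and a change in expression cannot be told apart, since no cell counts were used here and no test of these arrays separates them. By the methods of the paper, red cells settled at the bottom of the tube and were collected apart from the mononuclear cells. On arrays of set 2 with BioC over 9 the platelet list gives 0.73 and does not pass. With medians over probe sets only 1 list passes in JIA PBMC, so the platelet and erythroid lists do not both pass there.

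Genes of cytotoxic lymphocytes were lower in PBMC of both diseases, by list score at -0.57 in JIA (11 of 14 arrays) and -0.66 in JDM (11 of 13; permutation test, adjusted p 0.017 and 0.00529). Without normalization between arrays 0 lists pass in JDM PBMC, so the call of this list is lost there. With medians over probe sets only 1 list of any kind passes in JIA PBMC. In JDM the score with the array set as a block is -0.66 (adjusted p 0.00782), which argues against the array set as the whole cause there, though it is -1.13 in set 1 and -0.27 in set 2 (adjusted p 0.0134 and 0.371, exact permutation tests), so it does not pass in set 2 alone. In JIA the score with the block is -0.38 and no longer passes (adjusted p 0.336), because the difference shrank and the set 1 controls have no JIA partner, so there an effect of the array set stays open. The lower of the shares of list genes below 0 in the diseases is 0.968, which follows from the shift of the list. Fewer cytotoxic lymphocytes among the PBMC and lower expression in them thus cannot be told apart. By the methods of the paper, the JIA children span a younger range of ages than the controls, and the JDM group holds a larger share of boys. Age, sex and treatment were not tested for this or any other difference from controls. That both diseases use the same controls stays open too: with the controls divided between the diseases the score was below 0 in both in 100 of 100 divisions, but parts of the same controls keep their common level.

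In JIA neutrophils more probe sets were lower than higher, 101 against 33. Without the 3 arrays with bright poly-A controls the share of lower probe sets is 0.676, among 74 calls. In this normalization a majority of lower calls thus does not need these arrays. As the share moves with the centring of the arrays, no more is concluded about them. The normalization stays open: centring on the array median and quantile normalization over all arrays of the cell type gave a share of at least 0.784, but the share moves with the centring of the arrays, up to 97.6%, so a change in JIA and an effect of the normalization cannot be told apart. The array set stays open: the share is 73.7% with the set as a block but 0.555 within set 1, and set 2 gives only 3 calls, so an effect of the set and of the disease on this balance cannot be told apart. A floor of 1 gave 44.4% of only 9.

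A test of the difference between the diseases called 179 probe sets in neutrophils and 18 in PBMC, and a test of the difference between cell types 86 in JIA and 1 in JDM. In neutrophils JIA minus JDM is -0.57 for ANKRD10, 1.15 for MALAT1, -0.51 for PRKAA1 and 0.99 for SPEN, and in PBMC -1.20 for ANKRD10 and 1.42 for MPIG6B. Under the array set block limma calls 0 probe sets between the diseases in PBMC (2980 at an unadjusted p under 0.05; no other tool was run) and 224 in neutrophils. The effect of JIA in PBMC minus that in neutrophils is 1.22 for ACP3, -1.43 for AIM2, -1.09 for NBN, -1.02 for CNIH4, 1.83 for SLC25A37 (the probe set of the study table), 1.66 for ITGB3, 1.53 for MPIG6B, 2.25 for TMEM259, -2.01 for H3C8 and -1.96 for CST7; under the array set block only ITGB3 and MPIG6B of these pass.

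Called by limma's adjusted test but outside the study's table for the same comparison are 102 probe sets in JIA neutrophils, 428 in JIA PBMC and 73 in JDM PBMC. Among those in JIA neutrophils are SLC25A37 (1.56, on another probe set than the table's), AIM2 (1.25), GCH1 (1.24), CHST2 (1.17), GADD45B (0.87), NBN (0.85), HLA-G (-1.23), ANGPT1 (-1.17), C6orf62 (-0.95), BBIP1 (-0.85) and HOMER1 (-0.83). In JIA PBMC they include SELENBP1 (1.66), PARVB (1.54), TMEM259 (1.54), H3C8 (-0.96), A2M-AS1 (-0.92), TM2D1 (-0.91), ZMYM2 (-0.90), GPR155 (-0.89) and PYHIN1 (-0.89), of which the A2M-AS1 probe set is in the study's table for JDM PBMC and another PARVB probe set in that for JIA PBMC. In JDM PBMC they include ZBTB18 (0.63), GAPT (0.47), ATP6V1A (0.45), MYNN (-1.16), SAMHD1 (-0.92), CST7 (-0.90) and PYHIN1 (-0.89), of which the SAMHD1 probe set is in the study's table for JIA PBMC. Besides the platelet, erythroid and cytotoxic lists, lists that the paper does not discuss passed for cytosolic ribosomal proteins (-0.29, adjusted p 0.014, 12 of 14 arrays) and oxidative phosphorylation (-0.23, adjusted p 0.0334, 11 of 14) in JIA PBMC and for eosinophils in JDM PBMC (0.19, adjusted p 0.0429, 11 of 13; permutation tests). Without JIA replicate 14 the ribosomal list gives -0.05 (adjusted p 0.0183) and oxidative phosphorylation -0.11 (adjusted p 0.0717, permutation tests). Leaving out 1 array ended the pass of the eosinophil list in JDM PBMC in 14 of 28 fits.

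Each count was set beside those of 100 splits of the same arrays into groups of the same sizes, the real split included. By these splits chance can be excluded for JIA neutrophils, with 56 probe sets past the criteria of the study (highest other 48, 1 of 100 as large) and 134 by adjusted p (highest other 2, 1 of 100). By the splits the same holds for the criteria of the study in JIA PBMC (141, highest other 26, 1 of 100) and JDM PBMC (21, highest other 17, 1 of 100). For the clusters the splits say less. In JIA PBMC 27 arrays fell with their group (highest other 27, 3 of 100 as large) and in JDM PBMC 27 (highest other 26, 1 of 100). Only 32 and 26 of the other splits gave a value above 0, and the rest count as 0. The clusters of PBMC thus do not exclude chance apart from the counts of probe sets. By adjusted p the splits gave 497 in JIA PBMC (highest other 1, 1 of 100) and 91 in JDM PBMC (highest other 4, 1 of 100). With all arrays these counts lie inside the ranges of the simulated unchanged groups below, so that comparison does not exclude chance for them. Chance cannot be excluded for the clusters of JIA neutrophils (23 arrays, highest other 25, 10 of 100 as large) or JDM neutrophils (20, highest other 25, 37 of 100). Nor can it be for those of JIA PBMC once replicate 14 is left out (23, highest other 26, 11 of 100). Of the count by adjusted p in JDM neutrophils the splits say nothing: it is 0 (highest other 6), so that 100 of 100 are as large whatever the arrays hold. For the 17 probe sets past the criteria of the study in JDM neutrophils 4 of 100 were as large, and another split gave 52. JIA against JDM gave 179 in neutrophils and 18 in PBMC, each reached by 2 of 100, with other splits at 293 and 77, and the difference between cell types gave 86 in JIA (highest other 10, 1 of 100) and 1 in JDM (highest other 3, 4 of 100). The splits take no account of the array set, and set 1 holds 0 JIA PBMC arrays. With the set as a block JDM PBMC give 169 probe sets by adjusted p. JIA PBMC then give 914, against 2458 without replicate 14 and without the block, and there the block leaves only set 2 to compare. Unchanged groups simulated by drawing arrays with replacement, which repeats arrays, gave wide ranges of calls in PBMC: 0 to 2921.5 higher and 0 to 3174.7 lower for JIA, against 293 and 236 in the same normalization, and 0 to 107 and 1.48 to 87.8 for JDM, against 10 and 50. Without replicate 14 the ranges for JIA are 0 to 20.4 and 0 to 44.2, against 1329 and 1185. For JDM they are then 0 to 14.5 and 0 to 12.05, against 11 and 74. In this setting, chosen after seeing the data, the JIA counts and the lower JDM count lie outside the ranges. That argues against chance for those calls, while the higher JDM count lies inside. Where another split calls several times the real count, as for the criteria of the study in JDM neutrophils and for JIA against JDM in PBMC, it points to a structure of the samples, whose source was not tested.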

How the results depend on the processing

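The alternatives without PBMC JIA replicate 14, with the array set as a block, within array set 1 or 2, without the bright poly-A arrays, on set 2 with BioC over 9, and with quantile normalization before the floor were chosen after seeing the data. Of the values of named genes past the test, 679 of 896 stayed past it under the alternatives set beforehand, 157 of 279 under the added ones and 1483 of 1795 when 1 array was left out, and 0 changed direction. A lower fold threshold and folds of arithmetic means, both set beforehand, enter only the criteria of the study and could not end a call by adjusted p. Their values count among the 679, so that share overstates how far the calls hold. Another minimum level could end few calls, since many named genes were chosen with a minimum geometric mean. Signals near the floor limit the folds of weak transcripts, as the counts with floors of 1 and 64 show. Apart from the smaller numbers of arrays, the cause of the changes below was not tested. No value could be had for JIA PBMC within set 1, which holds 0 JIA arrays, or for clusters of JDM neutrophils on probe sets by adjusted p, of which there are 0.

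For probe sets past the criteria of the study (56 in JIA neutrophils, 17 in JDM neutrophils, 141 in JIA PBMC, 21 in JDM PBMC), the Welch test gave 37 and 6 in neutrophils of JIA and JDM, no normalization between arrays 102 and 207, centring on the array median 180 in JIA neutrophils, a floor of 1 8, 8, 28 and 2, and a floor of 64 26, 5, 78 and 11. In JDM neutrophils no variance filter gave 9, array quality weights 34, the replicate block 42, and the array set block 5. Array set 1 alone gave 263 in JIA neutrophils and 113 in JDM PBMC, set 2 alone 26, 3 and 52 in JIA neutrophils, JDM neutrophils and JDM PBMC, and set 2 with BioC over 9 gave 42 in JIA PBMC.

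For counts by adjusted p (134, 0, 497 and 91), no normalization between arrays gave 0 in JIA neutrophils, 74 in JIA PBMC and 0 in JDM PBMC, array medians 2661 in JIA neutrophils, a floor of 1 9, 3, 11 and 0, a floor of 64 344 in JIA neutrophils, 922 in JIA PBMC and 46 in JDM PBMC, and 3 groups in one fit 447, 963 and 0 in the same. Array quality weights gave 217, 2406 and 146 there, the GAPDH covariate 215 in JIA neutrophils and 842 in JIA PBMC, the replicate block 22 in JDM neutrophils, 264 in JIA PBMC and 18 in JDM PBMC, and the array set block 914 in JIA PBMC and 169 in JDM PBMC. In JDM PBMC the Welch test gave 24 and no variance filter 40. Set 1 alone gave 456 in JIA neutrophils, set 2 alone 3 there and 6 in JDM PBMC, JIA neutrophils without the bright poly-A arrays 74, and JIA PBMC of set 2 with BioC over 9 2.

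The number of lists that pass, 5 in JIA PBMC, was 1 with medians over probe sets, 2 without normalization between arrays, 1 without genes of the study table, 2 with the replicate block, 2 with the array set block, 2 in set 2 and 1 with BioC over 9; in JDM PBMC, 2 became 1 with medians, 0 without normalization, 1 with the replicate block and 1 in either array set. On the 1000 probe sets of highest variance 17, 18, 16 and 14 arrays clustered with their group in the comparisons in the order above, with average linkage 16 in JIA PBMC and 16 without replicate 14. The GAPDH difference of JIA PBMC turned to -0.0032 in set 2 and with the array set block. JIA against JDM gave 0 in neutrophils without normalization, and in PBMC 6 with the disease groups alone, 31 with no variance filter, 0 without normalization, 46 with the replicate block, 0 with the array set block and 248 without replicate 14. The difference between cell types gave 7 in JIA without normalization, 52 with no variance filter, 327 with the replicate block and 365 without replicate 14, and in JDM 0 without normalization and 2 with no variance filter.

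Leaving out 1 array at a time gave 35 to 79 probe sets past the criteria of the study in JIA neutrophils (35 without JIA replicate 6), 9 to 38 in JDM neutrophils (28 without control replicate 1, 32 without 2, 28 without 3, 9 without 12, 9 without 13, 38 without JDM replicate 14), 99 to 199 in JIA PBMC and 16 to 32 in JDM PBMC (32 without JDM replicate 7). By adjusted p JIA neutrophils gave 74 to 317 (84, 86, 75 and 88 without control replicates 2, 3, 12 and 13; 219, 74, 81, 89, 256, 317 and 300 without JIA replicates 3, 5, 6, 9, 11, 12 and 13), JDM neutrophils 0 to 0, and JIA PBMC 219 to 2458 (250, 238, 245, 265 and 246 without control replicates 1, 3, 4, 5 and 6; 219, 328, 277 and 2458 without JIA replicates 1, 2, 3 and 14). JDM PBMC gave 32 to 129 (32, 41, 57, 56, 55, 56 and 59 without control replicates 1, 4, 9, 10, 12, 14 and 15; 45, 48, 32, 46 and 50 without JDM replicates 1, 4, 5, 10 and 12). Lists that pass numbered 0 to 2 in JIA neutrophils (2 without JIA replicate 11), 0 to 0 in JDM neutrophils, 4 to 6 in JIA PBMC and 1 to 3 in JDM PBMC (1 without control replicate 4, 8, 9, 10, 12 or 14 or JDM replicate 2, 4, 5, 6, 7, 8, 11 or 12).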

Differences from the paper's values

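Counts were compared at the thresholds the paper states, on GCOS signals where its methods describe RMA, and with limma's test where it used another t statistic. For JIA neutrophils the paper gives 9 over-expressed genes and 21 were found; of the alternatives set before the data were examined, the Welch test, a floor of 1, a floor of 64 and no variance filter come within 1.5 times of the paper's value, as do leaving out control replicate 12, JIA replicate 6 or JIA replicate 9, and the other 11 and 24 do not. For under-expressed genes the paper gives 51 and 31 were found; another minimum level, a lower fold threshold, 3 groups in one fit and the replicate block come near, as does leaving out control replicate 1, 9 or 10 or JIA replicate 3, 7, 11, 12, 13 or 14, and the other 11 and 18 do not. In JDM neutrophils the paper gives 10 over-expressed and 5 under-expressed genes, against 4 and 12 found; for the former none of the 15 alternatives set before the data were examined or of the 27 fits without 1 array comes near, and for the latter the Welch test, a floor of 64, no variance filter and leaving out control replicate 11, 12 or 13 do, and the other 12 and 24 do not. In JDM PBMC the paper gives 1 over-expressed gene and 3 were found; 3 groups in one fit and leaving out control replicate 10, 11, 12 or 15 or JDM replicate 5 or 6 come near, and the other 14 and 22 do not.

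For single genes of the paper's tables, MDM1 in JIA neutrophils has a log2 fold of -1.02 in the paper and -0.53 here; without normalization between arrays and with each array centred on its median it comes near, and under the other 12 settings and all 27 fits without 1 array it does not. KIAA0430 in JDM neutrophils has 1.10 in the paper and 0.37 here; none of the 14 alternatives set before the data were examined comes near, and of the fits without 1 array those without control replicate 5, JDM replicate 4 or JDM replicate 9 do and 24 do not. Both have the direction given in the paper, as do all 60, 15, 128 and 26 probe sets of its tables. Of these, 59, 14, 128 and 26 lie within 1 SD of its folds. That SD is the spread of single arrays, 0.44 for MDM1 where the SE is 0.17, so the margin is wide. FGD4 in JDM neutrophils, with a fold of 2.44 in the paper and 1.39 here, lies within it.

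The chi-square of the clusters is 23.14 in the paper and 11.8 here for JIA neutrophils; with the study's own probe sets or those by adjusted p it is 23.14, and with the other 3 settings it differs. For JDM neutrophils it is 10.69 in the paper and 4.99 here; with the study's own probe sets it is 10.9, and with the other 3 settings it differs. In the same clusters the paper finds 11 controls in the control cluster and 7 were found; the study's own probe sets (10) and the 1000 probe sets of highest variance (8) come near, and 2 settings do not. For JIA PBMC it is 10.08 in the paper and 18.6 here, and the 5 settings set before the data were examined all differ; without JIA replicate 14, chosen after seeing the values, it is 10.08, and of the 128 probe sets of the study's table 101 meet its criteria in that setting, against 56 with all arrays.

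The paper calls CUGBP2 over-expressed in neutrophils of both diseases and PICALM under-expressed in both; here CELF2 (0.95 and 0.60) and PICALM in JDM (-0.65) have the same directions but do not pass the adjusted test, and PICALM in JIA does. MYBL1 and the uncharacterized probe set, called under-expressed in PBMC of both diseases, pass here in JDM only (JIA -0.70 and -0.68), and both pass in JIA without replicate 14, an alternative chosen after seeing the values, in which 124 of 128 probe sets of the JIA table are called. MCL1 and PSMD7 (0.52 and -0.54 in JDM neutrophils), ACP3 (-0.88) and MAPK14 (1.00 in JIA neutrophils), given as differentially expressed, do not pass the adjusted test, though ACP3 and MAPK14 meet the criteria of the study, and MAPK14 passes within array set 1, also chosen later. VIL2 is described as differentially expressed in JDM PBMC, and EZR stands at -0.16 here. Neither name is in the study's Table 4, where many rows carry no gene symbol, so the paper's value may come from another probe set. By the tables of the paper, neutrophils of both diseases also share the EIF4B probe set, which its text does not name. PBMC of both also share that of ID2 and another listed as DUSP16 in the JIA table, which its text does not name either. The platform table used here gives the DUSP16 probe set the symbol BORCS5. The text, the labels and Fig. 3 give different numbers of JIA PBMC samples.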

Other observations

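Genes induced by type I interferon, which include antiviral effectors, stand at 0.89 log2 by list score in JDM neutrophils (permutation test, two-sided, p 0.0426, adjusted p 0.636, 10 of 14 arrays), with 36 of 36 genes above 0 and by limma 0 called over all tested or adjusted over the list alone; an unadjusted p under 0.05 was reached by ISG15 (1.18, SE 0.42), RIGI (0.78, SE 0.27), EIF2AK2 (0.77, SE 0.27) and MX2 (0.45, SE 0.15) among others. The list gives 0.69 with the array set as a block (adjusted p 0.945), and within sets 1 and 2 0.76 and 0.63. In JIA neutrophils it stands at 0.49 (adjusted p 0.489), with 36 of 36 genes above 0 and PLSCR1 (0.83) higher adjusted over the list alone, in JDM PBMC at 0.34 (adjusted p 0.654, 35 of 36 above 0), and in JIA PBMC at 0.05 (adjusted p 0.934). Interferon gamma-induced genes stand at 0.20 in JIA neutrophils (adjusted p 0.489) and 0.24 in JDM neutrophils (adjusted p 0.636). The diseases are not shown to differ in any list: none passes JIA against JDM or the difference between cell types (permutation tests).

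Platelet and erythroid genes also stand above 0 in the other comparisons without passing: 0.50 (adjusted p 0.187, 10 of 14 arrays; 10 of 37 genes higher adjusted over the list alone, TREML1 at 1.20) and 0.80 (adjusted p 0.159, 9 of 14; 14 of 20 genes adjusted over the list alone, GMPR called over all tested at 1.16) in JIA neutrophils, and 0.38 (adjusted p 0.171, 37 of 37 genes above 0) and 0.44 (adjusted p 0.109, 20 of 20) in JDM PBMC. In JDM neutrophils they stand at 0.02 and 0.21 (adjusted p 0.966 and 0.636). Cytotoxic genes stand at 0.19 in JIA neutrophils (adjusted p 0.626), with CST7 (1.31) higher adjusted over the list alone, and at -0.23 in JDM neutrophils (adjusted p 0.636, 27 of 31 below 0). In the lists of cytosolic ribosomal proteins, oxidative phosphorylation and eosinophils, which passed in PBMC, 0 genes were called over all tested; adjusted over the list alone 5 oxidative phosphorylation genes were lower in JIA PBMC, among them UQCRB (-0.40) and COX7C (-0.25), and HRH4 (0.54) and CLC (1.06), of eosinophils and basophils, were higher in JDM PBMC. The JIA PBMC arrays vary by an SD of 0.90 in the ribosomal list against 0.02 in controls, and by 0.06 without replicate 14. Single arrays ended the pass of oxidative phosphorylation in 10 of 29 fits and of eosinophils in 14 of 28, and within array sets 1 and 2 the eosinophil list gives 0.10 and 0.28.

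The remaining lists did not pass (permutation tests). In JIA neutrophils eosinophils stand at -0.25 (adjusted p 0.609), B cells at 0.16 (0.657), plasma cells at 0.18 (0.571), immediate early and stress genes at 0.13 (0.571; GADD45B called and MYC, 1.03, adjusted over the list alone), glucocorticoid-responsive genes at -0.08 (0.688), MHC class II at 0.16 (0.662), cytosolic ribosomal proteins at 0.38 (0.352), oxidative phosphorylation at 0.16 (0.331), proteasome subunits at 0.06 (0.555), cell proliferation at 0.11 (0.352) and apoptosis regulators at -0.04 (0.519; XIAP, -0.49, lower adjusted over the list alone). In JDM neutrophils the values are 0.10 for eosinophils (0.905), 0.12 for B cells (0.905), -0.0061 for plasma cells (0.991), 0.15 for immediate early genes (0.636), 0.07 for glucocorticoid-responsive genes (0.905), 0.09 for MHC class II (0.905), 0.22 for ribosomal proteins (0.746), 0.10 for oxidative phosphorylation (0.636), 0.05 for the proteasome (0.793) and 0.04 for proliferation (0.636).

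JIA PBMC give 0.43 for neutrophil precursors (adjusted p 0.253), 0.10 for eosinophils (0.253), 0.05 for plasma cells (0.934; PRDM1, -0.57, lower adjusted over the list alone), -0.04 for immediate early genes (0.934; PPP1R15A called at 0.92), -0.08 for glucocorticoid-responsive genes (0.886), -0.17 for the proteasome (0.188; PSMD3, 0.31, higher adjusted over the list alone), 0.21 for proliferation (0.657), 0.03 for p38 and ERK kinases (0.934) and 0.01 for apoptosis regulators (0.934). JDM PBMC give 0.21 for neutrophil precursors (adjusted p 0.841), 0.20 for mature neutrophils (0.881), -0.21 for plasma cells (0.468), -0.20 for immediate early genes (0.841), 0.08 for glucocorticoid-responsive genes (0.892), -0.0054 for ribosomal proteins (0.892), -0.012 for oxidative phosphorylation (0.892), -0.012 for the proteasome (0.892), 0.01 for proliferation (0.976), 0.02 for p38 and ERK kinases (0.892) and 0.02 for apoptosis regulators (0.881).

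Within array sets the ACTB 3'/5' ratio of JDM neutrophils stands, disease minus control, at -0.26 in set 1 (p 0.0476) and -0.0069 in set 2 (p 0.885), unadjusted, by exact permutation tests. Of the array sets themselves, set 2 is higher than set 1 in 1641 neutrophil and 4724 PBMC probe sets and lower in 1260 and 4321.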
